# Sestrin prevents atrophy of disused and aging muscles by integrating anabolic and catabolic signals

**DOI:** 10.1038/s41467-019-13832-9

**Published:** 2020-01-13

**Authors:** Jessica Segalés, Eusebio Perdiguero, Antonio L. Serrano, Pedro Sousa-Victor, Laura Ortet, Mercè Jardí, Andrei V. Budanov, Laura Garcia-Prat, Marco Sandri, David M. Thomson, Michael Karin, Jun Hee Lee, Pura Muñoz-Cánoves

**Keywords:** Autophagy, Proteolysis, Skeletal muscle

## Abstract

A unique property of skeletal muscle is its ability to adapt its mass to changes in activity. Inactivity, as in disuse or aging, causes atrophy, the loss of muscle mass and strength, leading to physical incapacity and poor quality of life. Here, through a combination of transcriptomics and transgenesis, we identify sestrins, a family of stress-inducible metabolic regulators, as protective factors against muscle wasting. Sestrin expression decreases during inactivity and its genetic deficiency exacerbates muscle wasting; conversely, sestrin overexpression suffices to prevent atrophy. This protection occurs through mTORC1 inhibition, which upregulates autophagy, and AKT activation, which in turn inhibits FoxO-regulated ubiquitin–proteasome-mediated proteolysis. This study reveals sestrin as a central integrator of anabolic and degradative pathways preventing muscle wasting. Since sestrin also protected muscles against aging-induced atrophy, our findings have implications for sarcopenia.

## Abstract (web summary)

Ageing is associated with muscle atrophy, which negatively impacts quality of life. Here the authors show that expression of sestrins decreases during inactivity and that their overexpression prevents atrophy in mice via modulation of autophagy and protein degradation.

## Introduction

The control of mass in adult skeletal muscle is determined by a dynamic balance between anabolic and catabolic processes triggered by changes in activity or pathological conditions^1^. Muscle hypertrophy is associated with increased protein synthesis induced by activated AKT and mammalian target of rapamycin complex 1 (mTORC1) pathways^1^. Unlike muscle hypertrophy, muscle atrophy always involves a proteostatic shift in favor of catabolic versus anabolic processes^1,2^. Chief among these implicated catabolic changes is the activation of the autophagy-lysosome and ubiquitin–proteasome pathways, in particular the induction of muscle-specific ubiquitin ligases of the atrophy-related gene family, also known as atrogenes. Atrogenes, which are regulated by FoxO transcription factors (TF), remove proteins and organelles in atrophying fibers, whereas anabolic myofiber growth depends on AKT and mTOR activation^3–7^. AKT phosphorylates FoxO TF and impedes their nuclear activity, thus suppressing FoxO-dependent atrogene expression^8^. A complex scenario is thus emerging in which catabolic signaling connects with biosynthetic pathways during muscle atrophy, although little is known about how these connections are established.

Skeletal muscle atrophy is a major health problem and is the consequence of a wide variety of pathological conditions, including inactivity (immobilization or nerve injury), chronic diseases, and neuromuscular disorders. Muscle atrophy also complicates many aging-associated diseases, lowers life quality, and increases mortality. Regardless of the driving origin, muscle atrophy always involves loss of muscle mass, strength, and function^1,2^. Preventing or reversing muscle atrophy is therefore of the utmost importance, yet the mechanisms driving muscle atrophy are largely unknown.

Through a transcriptomic/bioinformatic screen for potential atrophy regulators, we identify the sestrin genes, particularly sestrin1 (but also sestrin 2), as genes downregulated rapidly in several models of muscle atrophy in vivo, including disuse, denervation, and aging (sarcopenia). Sestrins are a family of stress-inducible metabolic regulators that are conserved throughout metazoans^9^. Cell-based studies showed that sestrins have an antioxidant function that suppresses reactive oxygen species (ROS)^9,10^. Genetic studies of *Drosophila* sestrin (dSesn) revealed that, by activating AMPK, dSesn also functions as negative regulator of dTORC1, leading to several age-related pathologies^11^. Similar age-associated metabolic defects are also observed in cSesn-mutated *Caenorhabditis elegans*^12^. Recent studies indicate that mouse sestrins attenuate obesity-associated metabolic liver diseases, such as insulin resistance and steatohepatitis by suppressing oxidative stress or modulating AMPK/mTORC1 activity^10,13–15^. However, the role of mammalian sestrins in the regulation of muscle mass control is unknown, despite skeletal muscle being the site of maximal sestrin 1 (Sesn1) expression in humans and mice^16^.

In this study, we have made the surprising observation that not all catabolic activities are enhanced during muscle atrophy; rather, while proteasome activity is induced in response to inactivity, autophagy is blunted. Using sestrin gain-of-function and ablation approaches in mice, we find that sestrin preserves muscle mass and force in atrophying conditions by coordinating anabolic and catabolic pathways. This protective effect extends to age-induced muscle atrophy. Our results reveal that sestrin is a key instructor of skeletal muscle mass.

## Results

### Sestrins protect from disuse-induced muscle atrophy

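RNA of TA (tibialis anterior, a lower hindlimb muscle) was sequenced from 4-month-old WT mice in the basal state and 3 days after denervation, the removal of a segment of the sciatic nerve, with 4 libraries in each group. The table the authors deposited holds these libraries in the second of 2 sets, set 1 with 22 libraries and set 2 with 20, and each set also holds WT muscles after 3 days of limb immobilization. By the paper's methods, the reads were trimmed with Cutadapt, quantified against the mouse transcriptome (GRCm38) with RSEM and normalized with limma. The deposited values are normalized counts on a linear scale for each gene, and no value is 0 (the lowest is 0.00476). The values of a library summed to between 1042064 and 1099736 in the basal WT muscles of set 2 (median 1081405). In denervated muscles they summed to between 722430 and 811541 (median 790955). Because these are sums of normalized values, the number of reads behind each library is unknown, and no counting error can be given. Genes with a normalized count of at least 1 in at least 1 library of a set were tested, 13629 genes in set 2. Their values were transformed to log2(value + 1) and fitted with limma (lmFit and eBayes with a trend) over the 5 groups of set 2, and the two-sided p-values were adjusted over the genes tested by the Benjamini-Hochberg method. A gene was counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.25, as in the paper. The added count of 1 understates the fold change of genes with low values.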

Through a bioinformatic analysis of the atrophy-associated transcriptome, we searched for potential growth and atrophy regulators. 

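Denervation left 7567 of the tested genes differentially expressed by limma with Benjamini-Hochberg adjustment, 3792 higher and 3775 lower than in basal muscle. The paper lists 7414 genes for its own comparison. Only the threshold on the fold change moved this number by much: at an absolute log2 fold change of at least 1 it was 2014, and under the other settings it lay between 7365 with quantile normalization and 7951 with only the compared groups in the fit. Among the large increases were those of Rrad (log2 fold change 6.23) and Ankrd1 (5.75), and the largest decreases were those of Kcng4 (-4.95), Perm1 (-4.94) and Mettl21c (-4.44). These genes were ranked among the differentially expressed genes whose libraries did not overlap between the groups. Sesn1 fell by 1.03 on the log2 scale in denervated muscle (standard error 0.17, adjusted p = 3.5e-05). Cilp rose from 19.3 ± 9.80 to 79.4 ± 43.5 normalized counts (mean ± SD, n = 4 libraries per group; log2 fold change 1.93, standard error 0.58, adjusted p = 0.0074). Igfbp5 rose from 482 ± 53.1 to 1250 ± 373 (log2 fold change 1.34, adjusted p = 2.9e-04), and Mtor rose from 42.6 ± 0.797 to 86.7 ± 16.7 (0.99, adjusted p = 9.1e-08). Rnf152 fell from 0.980 ± 0.157 to 0.321 ± 0.0624 (log2 fold change -0.58, adjusted p = 0.0019), values under 1 where the precision is low. Itfg2 fell from 16.7 ± 2.8 to 12.2 ± 0.693 (log2 fold change -0.41, adjusted p = 0.028). The adjusted p of Itfg2 rose to 0.066 without replicate 3 and 0.10 without replicate 4 of the basal WT libraries, and to 0.069 without replicate 1 and 0.053 without replicate 3 of the denervated libraries.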

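The same 5 genes beside Sesn1 were examined in immobilized WT muscle. In set 1, Itfg2 was lower (log2 fold change -0.45, limma adjusted p = 0.032 with Benjamini-Hochberg adjustment). Its adjusted p passed 0.05 without any 1 of 4 libraries, with the weakest change, -0.39, without replicate 3 of the immobilized muscles (adjusted p = 0.14). Cilp (-0.16, adjusted p = 0.82), Igfbp5 (0.71, adjusted p = 0.082), Mtor (-0.37, adjusted p = 0.076) and Rnf152 (0.28, adjusted p = 0.36) were not differentially expressed there. Without replicate 1 of the basal libraries Igfbp5 was (0.87, adjusted p = 0.047), and without replicate 1 of the immobilized libraries Mtor was (-0.47, adjusted p = 0.049). In set 2, none of the 5 was differentially expressed, with log2 fold changes of 1.48 for Cilp (adjusted p = 0.053), -0.05 for Igfbp5, 0.18 for Mtor, 0.12 for Itfg2 and -0.25 for Rnf152. Without replicate 2 of the basal libraries or replicate 2 of the immobilized libraries, Cilp passed the threshold (1.70, adjusted p = 0.047, and 1.88, adjusted p = 0.021). Of the 24 genes that the paper names and that were examined as a list, 22 were differentially expressed after denervation when adjusted over the list alone and 22 when adjusted over all genes tested. For immobilized WT muscle these numbers were 9 and 9 in set 1, and 13 and 12 in set 2. The paper intersects its denervation and immobilization lists with published atrophy data and a set of growth and atrophy regulators to choose a candidate.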

Sesn1 was identified as one of six genes dysregulated in distinct models of muscle wasting in vivo, such as disuse and denervation (Fig. 1a and Supplementary Data 1). Sesn1 belongs to a conserved stress-inducible family of proteins with antioxidant and metabolic functions, which in vertebrates are encoded by the *Sesn1*, *Sesn2*, and *Sesn3* loci^9^. Sesn1, among sestrins, is highly expressed in mammalian skeletal muscle^16^ (Supplementary Fig. 1a). 

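In the basal WT muscles of set 1, Sesn2 (ENSMUSG00000028893, chromosome 4 of GRCm38, 132492032 to 132510501) had 2.63 ± 0.524 normalized counts (mean ± SD, n = 4 libraries). Sesn3 (ENSMUSG00000032009, chromosome 9, 14275067 to 14333101) had 5.69 ± 2.59, and Sesn1 (ENSMUSG00000038332, chromosome 10, 41809935 to 41908424) had 18.5 ± 3.37. In the basal WT muscles of set 2, Sesn1 had 25.8 ± 3.67, Sesn2 had 3.07 ± 1.34 and Sesn3 had 2.77 ± 0.500 (n = 4). The values are counts per gene, so a longer transcript collects more of them. They also look adjusted per gene between the sets, which can shift the sestrins against each other. The paper cites earlier work and its own comparison of the sestrin transcripts for the higher expression of Sesn1.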

Considering that sestrins control mTOR and AKT pathways^9,11,14,17,18^, critical regulators of muscle function^1,2^, we examined the influence of Sesn1 downregulation on muscle atrophy.

**Fig. 1:**
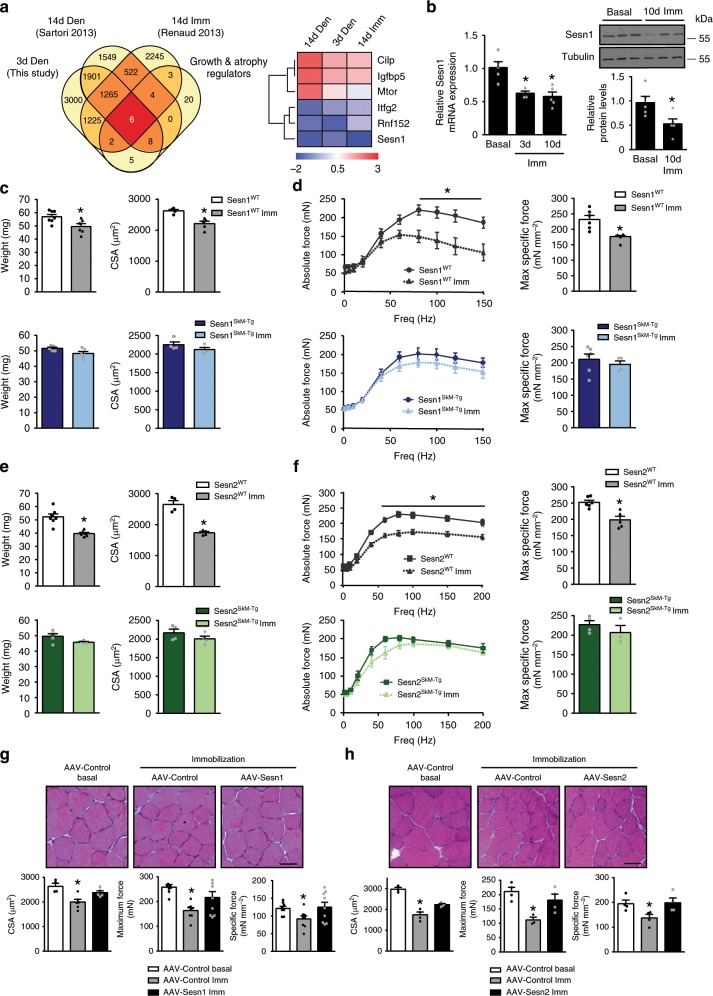
Sestrins prevent disuse-induced skeletal muscle atrophy. **a** *Left* Venn diagram showing overlap between a gene set of growth and atrophy regulators (see the “Methods” section) and dysregulated genes in immobilized (Imm) or denervated (Den) muscles reported in published muscle atrophy models or identified in our RNAseq comparison. *Right* Heat map for the six genes dysregulated in all gene sets analyzed. **b** Analysis of Sesn1 mRNA (left) and protein (right) in tibialis anterior (TA) muscles from non-immobilized (basal) and immobilized (Imm) limbs of WT mice for the indicated number of days (d). **c** TA muscle weight of and mean TA fiber cross-sectional area (CSA) in Sesn1^SkM-Tg^ mice (overexpressing human Sesn1) and corresponding wild type (WT) mice (Sesn1^WT^) in basal conditions and after 10 days of limb immobilization. **d** Force measurements in extensor digitorum longus (EDL) muscle of Sesn1^WT^ and Sesn1^SkM-Tg^ mice in basal conditions and after 10 days of limb immobilization. Charts show force–frequency curves (left) and maximum specific force (maximum force normalized by muscle area) (right). **e** Weight of TA muscles and mean TA fiber CSA in Sesn2^SkM-Tg^ mice (overexpressing human Sesn2) and corresponding WT mice (Sesn2^WT^) in basal conditions and after 10 days of limb immobilization. **f** Force measurements in EDL muscles of Sesn2^WT^ and Sesn2^SkM-Tg^ mice in basal conditions and after 10 days of limb immobilization. Charts show force–frequency curves and maximum specific force. **g** Histology and muscle force in EDL muscles of young mice transduced with AAV-Sesn1 or AAV-Control followed 4 days later by limb immobilization for 10 additional days. The upper panels show representative images of hematoxylin/eosin (H/E) staining in basal and immobilized muscles. Scale bar = 50 µm. The charts show fiber size (CSA), maximum force, and specific force. **h** Histology and muscle force in EDL muscles transduced with AAV-Sesn2 or AAV-Control and treated as described in **g**. Scale bar = 50 µm. All data are shown as mean with SEM. Statistical comparisons by unpaired two-tailed Student's *t*-test (*p < 0.05 vs. basal conditions). Sample numbers were *n* = 4–6 mice per group for **c**–**f** and *n* = 4 mice per condition for **g**, **h**. Source data are provided as a Source Data file.

Sesn1 RNA and protein expression decreased in mouse skeletal muscle after immobilization-induced limb inactivity (Fig. 1b), correlating with muscle atrophy and loss of force (Fig. 1c–f, white and gray charts). To investigate the involvement of Sesn1 in disuse atrophy, we generated transgenic mice overexpressing human Sesn1 (96% homologous to murine Sesn1) in skeletal muscle under the MCK promoter (Sesn1^SkM-Tg^ mice). Sesn1^SkM-Tg^ mice expressed Sesn1 in both fast and slow muscles, without changes in Sesn2 and Sesn3 expression (Supplementary Fig. 1b, c), were of normal weight, and showed no obvious muscle abnormalities under normal conditions when compared to littermate Sesn1^WT^ (wild-type, WT) mice (Supplementary Fig. 1d, e). However, Sesn1^SkM-Tg^ mouse muscle, but not the control Sesn1^WT^ muscle, was strongly protected against all measures of disuse atrophy, including muscle weight, myofiber size, fibrosis index, and force production by the extensor digitorum longus (EDL) (Fig. 1c, d, navy and blue charts, and Supplementary Fig. 1f) and soleus muscles (Supplementary Fig. 1g, navy and blue charts). No changes in myonuclear number were observed (Supplementary Fig. 1h). Importantly, Sesn1 also protected from atrophy induced by denervation, as shown by the preservation of myofiber size and muscle force in Sesn1^SkM-Tg^ mice compared to Sesn1^WT^ mice upon sciatic denervation (Supplementary Fig. 1i, j).

Given the high sequence homology of mammalian sestrins (Sesn1–3), and to discriminate whether the atrophy-preventing effect was specific for Sesn1 or could also be exerted by another sestrin family member, we tested muscle atrophy protection with a transgenic mouse line overexpressing human Sesn2 (92% homologous to murine Sesn2) in skeletal muscle (Sesn2^SkM-Tg^ mice), in comparison to littermate control Sesn2^WT^ mice (Supplementary Fig. 2a–c). Sesn2^SkM-Tg^ overexpression provided similar protection from disuse atrophy and force loss (Fig. 1e, f and Supplementary Fig. 2d), indicating that, upon overexpression, Sesn1 and Sesn2 are equally effective at preventing immobilization-induced muscle atrophy.

Transgenic Sesn1/2 expression throughout development has the potential to produce adaptive effects unrelated to sestrin activity that may mask sestrin functions in the adult. To exclude this, we overexpressed Sesn1 and Sesn2 in skeletal muscle of 4-month-old WT mice via adeno-associated virus (AAV) transduction (Supplementary Fig. 2e, f). Consistent with the results from transgenic mice, AAV-based Sesn1 or Sesn2 overexpression in WT muscle also prevented disuse-induced muscle atrophy and weakness (Fig. 1g, h). Sestrins may function as antioxidants through their oxidoreductase activity^10,19^, prompting us to test the effect of an oxidoreductase-disrupting C130 mutation in Sesn^10,19^. Overexpression of Sesn1-C130S still impeded disuse muscle atrophy (Supplementary Fig. 2g), indicating that the protective action of sestrin is independent of its antioxidant function.

### Loss of Sesn 1 aggravates disuse-induced muscle atrophy

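The ratio of Sesn1 to Sesn2, taken in each basal WT library from the deposited normalized counts, was 7.22 ± 1.80 in set 1 (mean ± SD, n = 4, range 4.83 to 8.83), and that of Sesn1 to Sesn3 was 3.68 ± 1.3 (range 1.75 to 4.49). In set 2 the ratios were 9.45 ± 3.35 and 9.71 ± 3.08 (n = 4). The exons of Sesn1 cover 3.982 kb, those of Sesn2 3.475 kb and those of Sesn3 15.269 kb. Divided by these lengths, the ratio to Sesn2 was 6.30 ± 1.57 in set 1 and 8.25 ± 2.92 in set 2, and the ratio to Sesn3 was 14.1 ± 4.98 in set 1 and 37.2 ± 11.8 in set 2. The order of the other sestrins depended on the length, as Sesn3 was above Sesn2 in 4 of 4 libraries of set 1 and 2 of 4 of set 2, and per kb in 0 of 4 in either set. The deposited values look adjusted per gene between the sets. Such an adjustment can shift each sestrin by a different amount, so the ratios and their difference between the sets may partly reflect it.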

Of the three sestrins, Sesn1 is the main form expressed in muscle^10,16,19^ (Supplementary Fig. 1a). We therefore analyzed mice deficient in Sesn1 (Sesn1^KO^ mice)^20^ in comparison to their WT controls. Although these mice showed no detectable alterations in muscle weight, myofiber size, or force under basal conditions (Supplementary Fig. 3a–d), they showed more pronounced myofiber atrophy and force loss in EDL and soleus muscles in response to inactivity (Fig. 2a–d). No changes in Sesn2/Sesn3 levels were found in muscles of Sesn1^KO^ mice (Supplementary Fig. 3e); Sesn1 is thus critical for preventing muscle wasting.

**Fig. 2:**
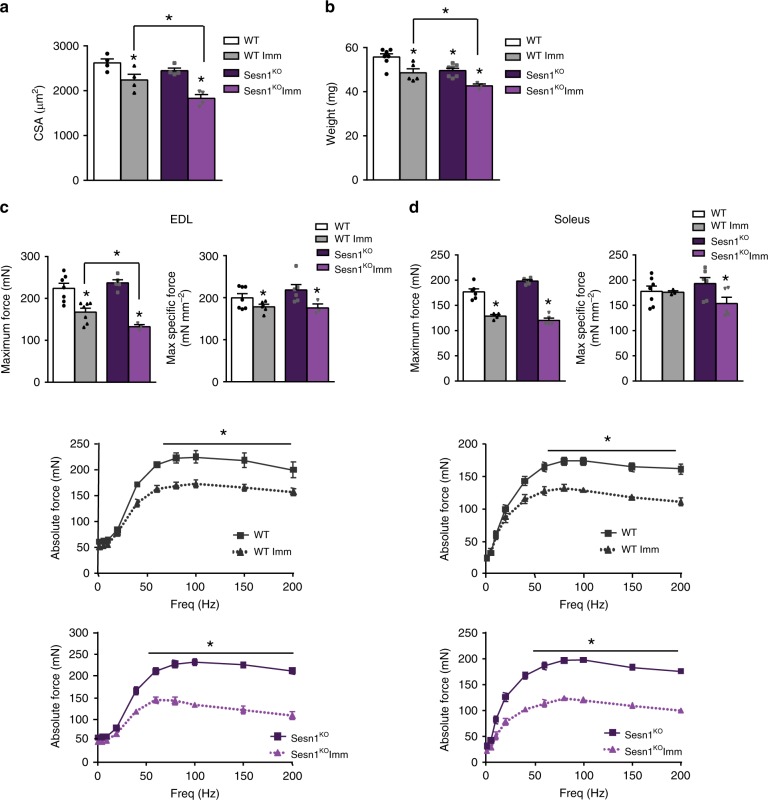
Loss of sestrin1 exacerbates disuse-induced muscle atrophy. **a** Mean CSA of TA fibers from WT and Sesn1^KO^ mice in basal conditions and after 10 days of limb immobilization. **b** TA muscle weight in WT and Sesn1^KO^ mice in basal conditions and after 10 days of limb immobilization. **c**, **d** Force measurements in EDL **c** and soleus **d** muscles of WT and Sesn1^KO^ mice in basal conditions and after 10 days of limb immobilization. Charts show maximum and specific force (top) and force–frequency curves (bottom). All data are shown as mean with SEM. Comparisons by unpaired two-tailed Student's *t*-test (*p < 0.05). *N* = 3–7 mice per genotype and condition. Source data are provided as a Source Data file.

We next evaluated whether sestrin provided equal protection to distinct types of muscle fibers. Disuse muscle atrophy was associated with muscle fiber-type switching from IIA/IIX to IIB fibers in WT mice and in Sesn1^SkM-Tg^ mice (Supplementary Fig. 3f). Preservation of muscle mass upon Sesn1 overexpression and increased atrophy after Sesn1 deletion was observed in type IIA/IIX and type IIB fibers (Supplementary Fig. 3f, g), indicating that sestrin protects against muscle atrophy independently of fiber-type changes.

### Sestrin blunts FoxO-dependent atrogenes in disused muscle

To interrogate the mechanistic basis of sestrin-mediated protection against muscle atrophy, we performed RNAseq analysis on control and immobilized TA muscles of all available mouse genotypes: Sesn1^SkM-Tg^, Sesn2^SkM-Tg^, and Sesn1^KO^ mice, and their respective WT counterparts. 

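Set 1 holds basal and immobilized muscles of WT, Sesn1 SkM-Tg and Sesn2 SkM-Tg mice, and set 2 those of WT and Sesn1 KO mice, all 4 months old and immobilized for 3 days, with the right hindlimb fixed. Each group has 4 libraries, except the immobilized WT muscles of set 1 and the immobilized Sesn1 SkM-Tg muscles, which have 3. The normalized counts of a library in set 1 summed to between 1064363 and 1159418 in basal WT muscle (median 1065856) and between 830698 and 880365 in immobilized WT muscle (median 870537). They summed to between 1007830 and 1062530 in basal Sesn1 SkM-Tg muscle (median 1035853) and between 766506 and 959671 after immobilization (median 794917). For Sesn2 SkM-Tg muscle the sums were 1068495 to 1276769 (median 1088070) and 832931 to 960596 (median 921435). In set 2, the sums were 964609 to 1001232 in immobilized WT muscle (median 988798), 1055513 to 1149252 in basal Sesn1 KO muscle (median 1102976) and 943449 to 1126678 in immobilized Sesn1 KO muscle (median 1006499). In set 1, 13705 genes passed the minimum and were fitted over its 6 groups. Across genes, the mean over a set differed between the sets by an SD of 0.0800 on the log2 scale, against 0.454 for the basal WT muscles alone, so levels were compared only within a set.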

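Sesn1 had 20.6, 22.1, 16.4 and 15.0 normalized counts in the basal WT libraries of set 1 and 15.2, 12.4 and 13.1 after immobilization. It had 52.9, 77.6, 65.4 and 41.6 in basal Sesn1 SkM-Tg muscle, and 51.1, 46.9 and 23.0 after immobilization. In Sesn2 SkM-Tg muscle it had 11.7, 7.00, 12.1 and 11.8, and 15.6, 16.2, 14.0 and 13.9 after immobilization. In set 2, the WT libraries had 28.1, 22.5, 29.7 and 22.8 in the basal state and 30.7, 41.0, 53.1 and 39.3 after immobilization. Sesn1 KO libraries had 9.11, 10.0, 8.41 and 8.99 in the basal state, and 37.3, 27.7, 19.4 and 19.6 after immobilization, so the library labelled Sesn1 KO immobilized replicate 1 lay above the lowest immobilized WT library. The deposited counts are totals per gene and do not tell which part of Sesn1 is still read in Sesn1 KO mice, nor reads of the human transgenes from those of the mouse genes.

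**Figure D1:**
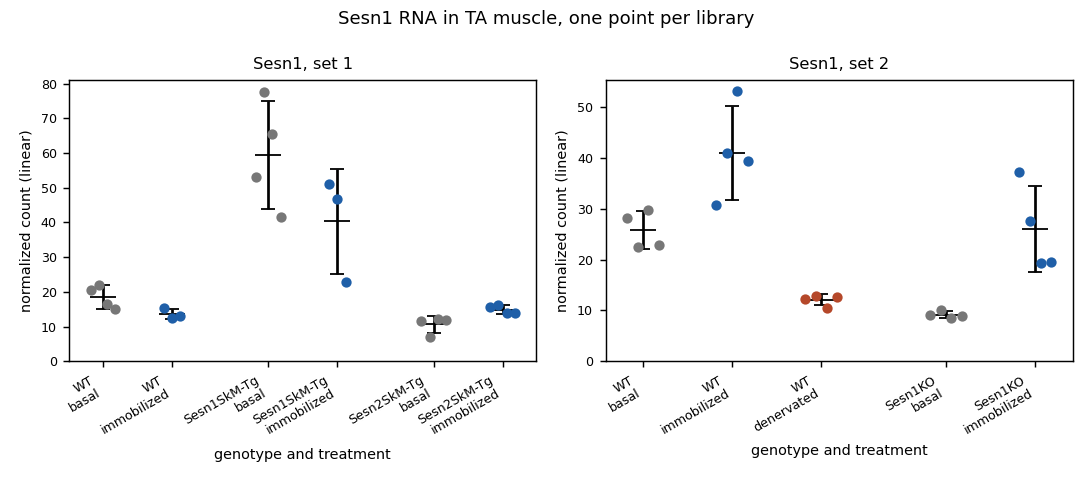
Normalized counts of Sesn1 in each library of set 1 and set 2. Points are libraries, horizontal marks are group means and bars are ± SD. The vertical axis is linear and starts at 0.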

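Against WT muscle, Sesn1 was higher in basal Sesn1 SkM-Tg muscle (log2 fold change 1.61, standard error 0.22, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment). After immobilization the difference was 1.43 (standard error 0.25, adjusted p = 0.091), and 1.78 (adjusted p = 0.0013) without replicate 3 of the immobilized Sesn1 SkM-Tg libraries. Sesn2 had 10.8 ± 2.97 normalized counts in basal and 12.0 ± 2.85 in immobilized Sesn2 SkM-Tg muscle (mean ± SD, n = 4), log2 fold changes of 1.66 (adjusted p = 7.3e-05) and 1.86 (adjusted p = 2.0e-04) against WT. In basal Sesn1 KO muscle Sesn1 was lower than in WT (-1.39, adjusted p = 1.1e-04), and in immobilized muscle it was not differentially expressed (-0.66, adjusted p = 0.069). Without replicate 1 of the immobilized Sesn1 KO libraries the latter difference was -0.85 (adjusted p = 0.016), and without replicate 1 of the immobilized WT libraries it was -0.79 (adjusted p = 0.049). Immobilization itself raised Sesn1 in Sesn1 KO muscle (1.36, adjusted p = 3.0e-06) and in the WT muscle of set 2 (0.63, adjusted p = 0.0072), and did not change it detectably in the WT muscle of set 1 (-0.41, adjusted p = 0.20). The difference between the WT effects of the sets, a comparison chosen after seeing the data, was -1.04 (standard error 0.30, adjusted p = 0.032), and its adjusted p passed 0.05 in 8 of 15 fits that left out 1 library.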

Like other atrophy models^21^, muscle immobilization enriched gene expression signatures for apoptosis, inflammation, cell-cycle inhibition, and anabolic regulation in all mouse groups (Fig. 3a and Supplementary Data 2). 

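Immobilization left 4018 of 13705 genes differentially expressed in the WT muscle of set 1 (2037 higher, 1981 lower) and 4624 of 13629 in that of set 2 (2205 higher, 2419 lower), by limma with Benjamini-Hochberg adjustment. The number changed was 4756 in Sesn1 SkM-Tg muscle (2489 higher, 2267 lower), in Sesn2 SkM-Tg muscle 4204 (2055 higher, 2149 lower) and in Sesn1 KO muscle 5054 (2346 higher, 2708 lower). The threshold on the fold change moved these numbers most, to 1045 and 686 for WT, 1299 for Sesn1 SkM-Tg, 950 for Sesn2 SkM-Tg and 889 for Sesn1 KO at an absolute log2 fold change of at least 1. With only the compared groups in the fit, the number for WT in set 1 was 2665. It was 2020 without replicate 3 of the immobilized WT libraries, and that for Sesn1 SkM-Tg was 2791 without replicate 3 of its immobilized libraries. In the 13571 genes tested in both sets, 1214 were differentially expressed in all 5 comparisons, 425 of them higher and 772 lower in every one. The log2 fold changes of the 2 WT comparisons had a Pearson correlation of 0.60, and those of WT with Sesn1 SkM-Tg (0.88), Sesn2 SkM-Tg (0.80) and Sesn1 KO (0.83) were taken within a set and share no library.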

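The genes below were ranked among the differentially expressed genes whose libraries did not overlap between basal and immobilized muscle. Mt2 was among the 3 largest increases in every group, with log2 fold changes of 5.60 and 5.15 in WT muscle of sets 1 and 2, 4.60 in Sesn1 SkM-Tg, 4.59 in Sesn2 SkM-Tg and 4.62 in Sesn1 KO muscle. The others were Serpina3n (4.36) and Mt1 (4.32) in the WT muscle of set 1, and Csrp3 (5.74) and Ankrd2 (4.40) in that of set 2. In Sesn1 SkM-Tg muscle they were Csrp3 (4.90) and Mustn1 (4.17), in Sesn2 SkM-Tg muscle Csrp3 (5.74) and Lcn2 (4.63), and in Sesn1 KO muscle Csrp3 (5.27) and Ankrd1 (5.23). The largest decreases in WT muscle were those of Gm20721 (-4.73), the unnamed ENSMUSG00000101384 (-3.98) and Mettl21c (-3.32) in set 1, and of Aqp4 (-3.49), Lrrc38 (-3.19) and Kcng4 (-2.98) in set 2. That of Gm20721 passed the adjusted threshold in only 1 of 7 fits that left out 1 library. They were Kcng4 (-3.32), Smox (-3.08) and Amd2 (-3.00) in Sesn1 SkM-Tg muscle, and Kcng4 (-3.74), Aqp4 (-3.32) and Smox (-3.22) in Sesn2 SkM-Tg muscle. In Sesn1 KO muscle they were Lrrc38 (-3.92), the pseudogene Gm15501 (-3.45) and Ky (-3.45), and Gm15501 lost its call without replicate 2 or replicate 4 of the immobilized libraries. The members of the hallmark gene sets behind the enrichment analysis were not used here, so its scores are not given beside these gene counts. From those scores the paper states that immobilization enriched the named signatures in all mouse groups.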

Interestingly, the association between immobilization and anabolic signaling hallmarks (PI3K/AKT/mTORC1 regulation) was strengthened by Sesn1/2 overexpression, whereas these hallmarks correlated negatively with Sesn1 deficiency (Fig. 3a).

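Against WT muscle of the same set and treatment, Sesn1 SkM-Tg muscle had 4 differentially expressed genes in the basal state, all higher, and 1 after immobilization (limma with Benjamini-Hochberg adjustment), with 497 and 417 genes at an unadjusted p under 0.05. They were Apbb1 (log2 fold change 2.09 basal and 1.99 immobilized), Sesn1, Enho (1.18) and Trim3 (0.68), and the number was 2 without replicate 1 of the basal Sesn1 SkM-Tg libraries. Without replicate 3 of the immobilized Sesn1 SkM-Tg libraries, 3 genes were differentially expressed after immobilization. Enho and Trim3 each lost their call in 7 of 8 fits that left out 1 library (Enho with adjusted p = 0.14 without replicate 3 of the WT libraries, and Trim3 0.63, adjusted p = 0.26, without replicate 1 of the Sesn1 SkM-Tg libraries). Sesn2 SkM-Tg muscle had 343 such genes in the basal state (206 higher, 137 lower) and 403 after immobilization (226 higher, 177 lower). With 1 library left out, the basal number lay between 156 without replicate 2 of the Sesn2 SkM-Tg libraries and 1027 without replicate 4 of the WT libraries. The number after immobilization fell to 112 without replicate 3 of the WT libraries. With both sets in 1 fit the numbers were 623 and 773. Sesn1 KO muscle had 20 in the basal state (8 higher, 12 lower) and 129 after immobilization (72 higher, 57 lower). The latter was 40 without replicate 2 of the WT libraries and 608 without replicate 4 of the Sesn1 KO libraries.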

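In immobilized Sesn2 SkM-Tg muscle, Lcn2 (log2 fold change 2.55), the pseudogene Rps26-ps1 (2.49) and Atf3 (2.15) were higher than in WT muscle, and the pseudogene Gm12693 (-2.37), Gm4841 (-2.17) and Fbxl22 (-2.15) were lower. Of these 6, only Fbxl22 kept its call with each library left out in turn. Lcn2 (2.20, adjusted p = 0.084) and Gm4841 (-1.58, adjusted p = 0.084) lost it without replicate 1 of the WT libraries, and Atf3 lost it in 7 of 7 fits. In basal Sesn2 SkM-Tg muscle the largest differences were those of Gm10231 (2.62), D430019H16Rik (2.46), Gstm5 (2.04), Gm10221 (-3.49), Dkk3 (-3.13) and Pfkfb3 (-2.92). Gm10231 and Gm10221, both annotated as processed pseudogenes, lost their calls in 4 and 6 of 8 such fits, whose reads can also map to a parent gene. In Sesn1 KO muscle, Nnt (2.07 basal, 1.89 immobilized), Wdfy1 (1.35 and 1.5), Zic1 (1.47, basal) and Cdkn1a (1.43, immobilized) were higher. Gm27177 (-2.67), Gm10600 (-2.59) and Gm13301 (-1.94) were lower in the basal state, and Plac9b (-2.22), Gm15446 (-2.09) and Gm10600 (-2.05) after immobilization.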

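The change on immobilization itself differed from that of WT muscle in 0 genes for Sesn1 SkM-Tg, with 401 at an unadjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). It differed in 1 for Sesn2 SkM-Tg (Cbr2, log2 difference -1.52, adjusted p = 0.024), with 1008 at that p, and in 3 for Sesn1 KO, with 1087. These were Alpk2 (1.70), Tinagl1 (1.25) and Pdp1 (-0.95). With 1 library left out the numbers reached 1 (without replicate 2 of the immobilized Sesn1 SkM-Tg libraries), 5 (without replicate 4 of the basal WT libraries) and 14 (without replicate 4 of the immobilized Sesn1 KO libraries), and Cbr2 lost its call in 5 of 15 fits. Akt1 rose with immobilization in every genotype, by 0.99 and 1.1 in WT, 0.81 in Sesn1 SkM-Tg, 1.12 in Sesn2 SkM-Tg and 0.90 in Sesn1 KO muscle, and none of these changes differed from that of WT (-0.17, 0.14 and -0.20). After immobilization its level was 181 ± 22.8 normalized counts in Sesn2 SkM-Tg muscle (mean ± SD, n = 4) and 105 ± 11.5 in WT muscle (n = 3), a log2 fold change of 0.78 (standard error 0.18, adjusted p = 0.022). This call was lost without any 1 of 4 libraries, with the highest adjusted p, 0.080, without replicate 1 of the WT libraries. The levels of Akt1 in Sesn1 SkM-Tg (-0.01) and Sesn1 KO muscle (-0.13), and of Mtor in all 3 genotypes (-0.20, 0.37 and 0.18), did not differ from those of WT. These are transcript levels of single genes, and the enrichment of the PI3K/AKT/mTORC1 hallmarks from which the paper argues was not analysed here.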

**Fig. 3:**
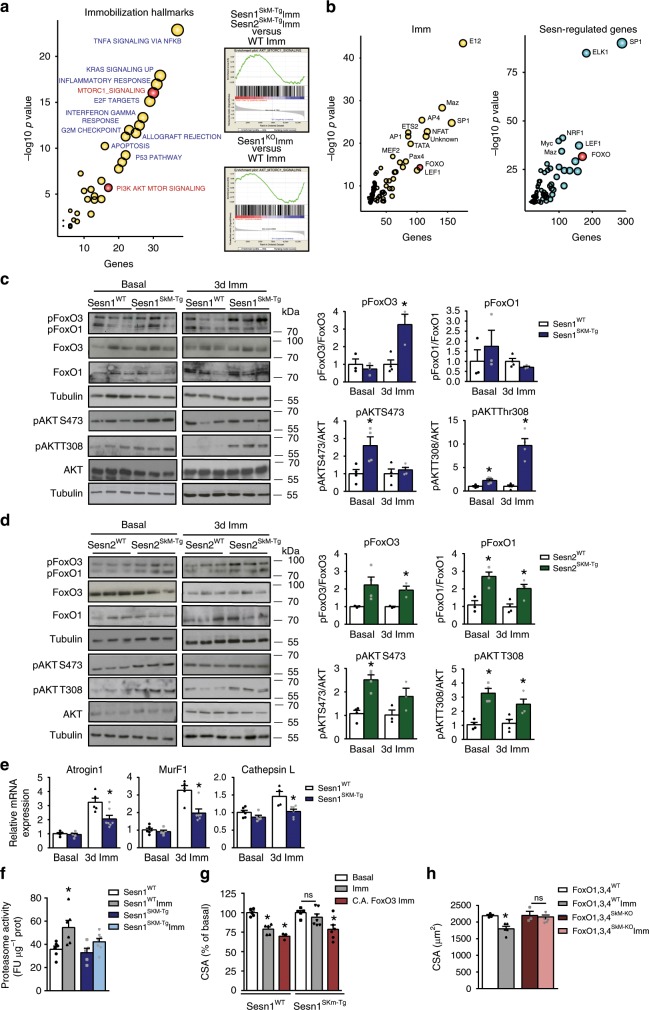
Sestrin blunts FoxO-dependent upregulation of muscle atrogenes. **a** Gene set enrichment analysis (GSEA) of immobilization-related genes. Bubble plot of enriched GSEA hallmarks in the dysregulated genes upon 3-day muscle immobilization in WT mice (left). Enrichment plots of the combined PI3K-AKT-MTOR signaling and mTORC1-signaling hallmarks (AKT-MTORC1 signaling) in comparisons of Sesn1/2^SkM-Tg^ vs. WT mice and Sesn1^KO^ vs. WT mice (right). **b** Bubble plot of enriched transcription factor-binding sites (GSEA) among immobilization-dysregulated genes (left) and the sestrin-regulated gene set defined in Supplementary Fig. 4a (right). **c** Western blot analysis showing phosphorylation levels of FoxO1, FoxO3, and AKT in muscles of Sesn1^WT^ and Sesn1^SkM-Tg^ mice in basal conditions and after 3 days of immobilization. Representative blots are shown (left) with corresponding quantification. For each experimental condition (basal and immobilization) values of Sesn1^SkM-Tg^ are referred to averaged values for Sesn1^WT^ samples, which were set to one. **d** Western blot analysis of the phosphorylation levels of FoxO1, FoxO3, and AKT in muscles of Sesn2^WT^ and Sesn2^SkM-Tg^ mice in basal conditions and after 3 days of immobilization. Representative blots are shown (left) with corresponding quantification (right), relatively to Sesn2^WT^ values, as in **c**. **e** Atrogin1, MurF1, and Cathepsin L mRNA levels in skeletal muscle from Sesn1^WT^ and Sesn1^SkM-Tg^ mice in basal conditions and after 3 days of immobilization. **f** Proteasome activity in total homogenates of TA muscles from Sesn1^WT^ and Sesn1^SkM-Tg^ mice in basal conditions and after 3 days of immobilization. **g** Mean myofiber CSA in TA muscle from Sesn1^WT^ and Sesn1^SkM-Tg^ mice electrotransferred with control vector or with a plasmid encoding constitutively active FoxO3 (C.A. FoxO3) and then immobilized for 10 days. Values are relative to basal conditions. **h** Mean myofiber CSA in TA muscle from FoxO1,3,4^WT^ and FoxO1,3,4^SkM-KO^ mice in basal conditions and after 10 days of immobilization. All data are shown as mean with SEM. Comparisons by Student's *t*-test (*p < 0.05). Sample numbers were *n* = 3–4 mice per group for **c**, **d**, *n* = 3–6 animals for **e**–**g** and *n* = 3–5 mice per genotype and condition for **h**. Source data are provided as a Source Data file.

We also performed a hierarchical clustering analysis to identify genes regulated by both immobilization and sestrins (Supplementary Fig. 4a). 

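Over the 13571 genes tested in both sets, the log2 fold change of immobilized Sesn1 SkM-Tg against WT muscle had a Pearson correlation of 0.025 (Spearman 0.021) with that of immobilized Sesn1 KO against WT muscle, and the sign was opposite in 6643 genes (49.0%). No library is shared between these comparisons, which come from different sets. The correlation was at least as far from 0 in 84 of 100 splits of the libraries into groups of the same sizes, the real grouping included and the others random. For the difference in the immobilization effect it was -0.053 (Spearman -0.036), with 6861 genes (50.6%) of opposite sign, and 64 of 100 splits gave a value as far from 0. By limma with Benjamini-Hochberg adjustment, 1 and 129 genes differed in level after immobilization, and 0 in both in opposite directions. At an unadjusted p under 0.05 in both, 67 genes differed, 30 of them in opposite directions, and for the immobilization effect 53 genes did, 38 of them in opposite directions. The paper's clusters were not rebuilt here, because the copy of its cluster lists used is incomplete.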

We focused on gene clusters whose immobilization-dependent induction was increased or decreased by Sesn overexpression (Clusters A and B) but were behaving contrarily in Sesn1-deficient muscles (Clusters C and D) (Supplementary Fig. 4a and Supplementary Data 3). 

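The ubiquitin-proteasome system list of Supplementary Data 3 (558 genes, 452 tested in set 1 and 451 in set 2) and the 41 proteasome subunits, all of them on that list, were tested with camera (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 77 tests of 7 lists. The shift is the median log2 fold change of the list less that of all genes tested. Immobilization raised the proteasome subunits in the WT muscle of set 1 (shift 0.69, adjusted p = 1.8e-17), where 37 of 41 were higher, and of set 2 (0.79, adjusted p = 1.2e-21), where 36 of 41 were. It also raised them in Sesn1 SkM-Tg (0.60, adjusted p = 2.0e-12), Sesn2 SkM-Tg (0.69, adjusted p = 3.0e-17) and Sesn1 KO muscle (0.76, adjusted p = 5.0e-19). The whole list shifted in the WT muscle of set 2 (0.12, adjusted p = 0.0034) and in Sesn1 KO muscle (0.12, adjusted p = 0.0058), and not in set 1 (-0.023 in WT, -0.091 in Sesn1 SkM-Tg and 0.0081 in Sesn2 SkM-Tg). The method moved these results most: of the 77 camera tests 30 had an adjusted p under 0.05, of which 24 also had under fry, a rotation test, and 0 of 77 had when the correlation between genes was estimated from the data.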

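Between genotypes after immobilization, the proteasome subunits were higher in Sesn2 SkM-Tg than in WT muscle by camera (0.19, adjusted p = 1.8e-04 after Benjamini-Hochberg adjustment), and not by fry (adjusted p = 0.12). They did not differ for Sesn1 SkM-Tg (-0.028, adjusted p = 0.29) or Sesn1 KO (-0.0099, adjusted p = 0.94), but without replicate 1 of the immobilized WT libraries they were lower in Sesn1 SkM-Tg muscle (-0.10), and without replicate 4 of the immobilized WT libraries of set 2 lower in Sesn1 KO muscle (-0.074). The whole list did not differ in Sesn1 SkM-Tg (-0.046, adjusted p = 0.083), Sesn2 SkM-Tg (0.018) or Sesn1 KO muscle (-0.0099), although without replicate 1 of the immobilized Sesn1 SkM-Tg libraries it was lower there (-0.067, adjusted p = 0.022). The immobilization effect was smaller in Sesn1 SkM-Tg than in WT muscle for the list (-0.065, adjusted p = 0.037; fry 0.28) and the proteasome subunits (-0.096, adjusted p = 0.0066; fry 0.63). These calls were lost in 7 and 6 of 14 fits that left out 1 library. For Sesn2 SkM-Tg (0.0068) and Sesn1 KO (-0.039) the effect on the proteasome subunits did not differ from WT, except without replicate 4 of the immobilized WT libraries of set 2, where it was smaller in Sesn1 KO (-0.091).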

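Fbxo32 (ENSMUSG00000022358, chromosome 15 of GRCm38, 58175879 to 58214932) rose with immobilization from 521 ± 308 normalized counts (mean ± SD, n = 4) to 979 ± 327 (n = 3) in the WT muscle of set 1, a log2 fold change of 1.08 (standard error 0.36, adjusted p = 0.027 by limma with Benjamini-Hochberg adjustment). Its adjusted p passed 0.05 without any 1 of 4 libraries, with the highest, 0.12, without replicate 1 of the immobilized libraries (0.82). In Sesn1 SkM-Tg muscle it went from 496 ± 56.9 to 546 ± 50.5 (0.14, adjusted p = 0.79), and in Sesn2 SkM-Tg muscle from 263 ± 87.5 to 1237 ± 185 (2.29, adjusted p = 3.0e-05). In set 2 it rose from 324 ± 65.2 to 1246 ± 460 in WT muscle (1.90, adjusted p = 9.1e-04) and from 255 ± 55.9 to 659 ± 487 in Sesn1 KO muscle (1.02, adjusted p = 0.049), a call lost in 6 of 8 fits that left out 1 library (0.62, adjusted p = 0.21, without replicate 4 of the immobilized libraries). Trim63 (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629) rose from 242 ± 70.7 to 773 ± 412 in the WT muscle of set 1 (1.60, adjusted p = 6.4e-04) and from 176 ± 32.2 to 780 ± 266 in that of set 2 (2.09, adjusted p = 7.7e-06). It went from 250 ± 23.4 to 418 ± 165 in Sesn1 SkM-Tg (0.67, adjusted p = 0.084), from 193 ± 37.1 to 1082 ± 346 in Sesn2 SkM-Tg (2.46, adjusted p = 2.0e-06) and from 143 ± 10.5 to 520 ± 251 in Sesn1 KO muscle (1.72, adjusted p = 5.2e-05).

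**Figure D2:**
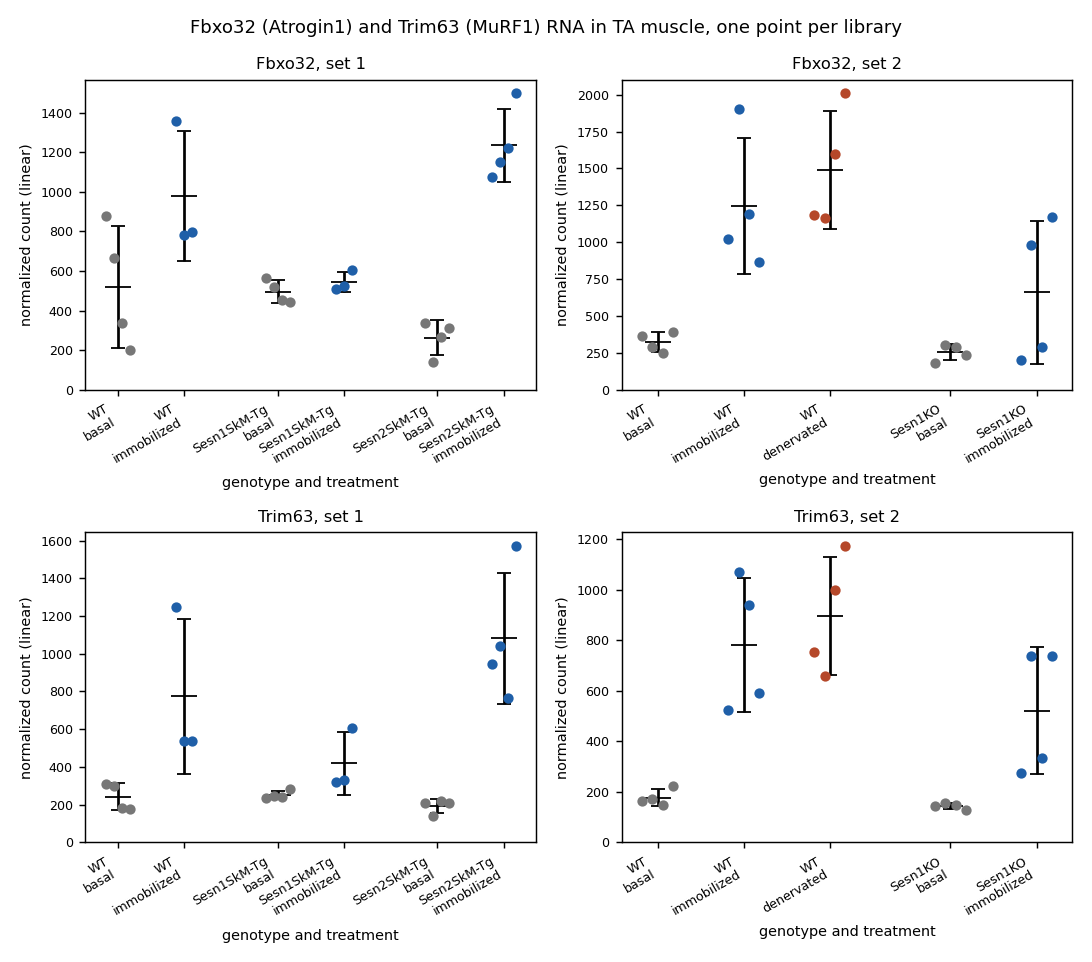
Normalized counts of Fbxo32 and Trim63 in each library of set 1 and set 2. Points are libraries, horizontal marks are group means and bars are ± SD. The vertical axes are linear and start at 0.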

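After immobilization, the levels of Fbxo32 (log2 fold change -0.80) and Trim63 (-0.83) in Sesn1 SkM-Tg muscle did not differ from those of WT muscle (adjusted p = 1.00 for each by limma with Benjamini-Hochberg adjustment). Nor did they in Sesn2 SkM-Tg muscle (0.37, adjusted p = 0.61, and 0.56, adjusted p = 0.32) or Sesn1 KO muscle (-1.23, adjusted p = 0.15, and -0.66, adjusted p = 0.28). Before adjustment, the limma p of Fbxo32 and Trim63 was 0.049 and 0.016 in Sesn1 SkM-Tg, 0.31 and 0.076 in Sesn2 SkM-Tg, and 0.0058 and 0.027 in Sesn1 KO muscle. Without replicate 4 of the immobilized Sesn1 KO libraries, Fbxo32 was lower than in WT muscle (-1.63, adjusted p = 0.017). With all libraries it was also called lower when adjusted over the 8 atrogenes of Supplementary Fig. 4c alone. The immobilization effect on Fbxo32 differed from that of WT by -0.94 in Sesn1 SkM-Tg, 1.21 in Sesn2 SkM-Tg and -0.87 in Sesn1 KO muscle, and that on Trim63 by -0.92, 0.86 and -0.37. None of the 6 differences was significant after adjustment over all genes tested. Before adjustment, the limma p for Fbxo32 was 0.075, 0.021 and 0.14, and that for Trim63 was 0.039, 0.047 and 0.35, in the same order of genotypes.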

Intersection between clusters A/C and clusters B/D yielded a gene set (defined as Sestrin-regulated genes) that was highly enriched in canonical pathways implicated in ubiquitin–proteasome-mediated proteolysis, including proteasome subunits and the E3 ubiquitin-ligase atrogenes MuRF1 (*Trim63*) and Atrogin1 (*Fbxo32*)^6,22–24^ (Supplementary Fig. 4a and Supplementary Data 3). Other proteostasis pathways, such as macroautophagy-lysosome degradation, were also enriched (Supplementary Fig. 4b). 

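The unfolded protein response list of Supplementary Data 3 (197 of 214 genes tested) was raised by immobilization in WT muscle (shift 0.12, adjusted p = 0.040, in set 1 and 0.28, adjusted p = 3.3e-06, in set 2), Sesn2 SkM-Tg (0.19, adjusted p = 0.0026) and Sesn1 KO muscle (0.28, adjusted p = 2.4e-07), by camera with Benjamini-Hochberg adjustment. It was not in Sesn1 SkM-Tg muscle (0.074, adjusted p = 0.28). The call in the WT muscle of set 1 was lost without any 1 of 3 libraries, at adjusted p from 0.053 to 0.054. The unfolded protein response list did not differ from WT after immobilization in Sesn1 SkM-Tg (0.0011, adjusted p = 0.70), Sesn2 SkM-Tg (0.054, adjusted p = 0.16) or Sesn1 KO muscle (0.056, adjusted p = 0.055). With 1 library left out it was lower in Sesn1 SkM-Tg (-0.059, adjusted p = 0.039, without its immobilized replicate 3) and higher in Sesn2 SkM-Tg muscle (0.066, adjusted p = 0.048, without its immobilized replicate 3) and, in 3 of 8 fits, in Sesn1 KO muscle (0.081, adjusted p = 0.0058, without replicate 2 of the immobilized WT libraries). The heat shock response list (85 of 94 genes tested) was raised in the WT muscle of set 2 (0.26, adjusted p = 4.9e-06), Sesn2 SkM-Tg (0.15, adjusted p = 0.014) and Sesn1 KO muscle (0.32, adjusted p = 9.9e-08), and not in the WT muscle of set 1 (0.074, adjusted p = 0.15). Antioxidant genes (90 of 113 tested) were raised in set 1, in WT (0.15, adjusted p = 0.0061), Sesn1 SkM-Tg (0.25, adjusted p = 0.011) and Sesn2 SkM-Tg muscle (0.22, adjusted p = 0.012), and reached an adjusted p of 0.055 in the WT (0.17; fry 5.0e-04) and Sesn1 KO muscle (0.13; fry 4.1e-04) of set 2. In set 2 they were raised in WT muscle without any 1 of 3 libraries (0.15, adjusted p = 0.040, without replicate 3 of the basal libraries), and in Sesn1 KO muscle without replicate 3 of the basal (0.13, adjusted p = 0.037) or of the immobilized libraries (0.16, adjusted p = 0.033). Between genotypes after immobilization, the heat shock list was higher than in WT in Sesn2 SkM-Tg (0.12, adjusted p = 0.0031; fry 0.0090) and Sesn1 KO muscle (0.086, adjusted p = 2.2e-04; fry 0.049). Its immobilization effect was smaller than that of WT in Sesn1 SkM-Tg (-0.091, adjusted p = 0.028; fry 0.39) and larger in Sesn1 KO muscle (0.082, adjusted p = 0.012; fry 0.33). The former call was lost in 6 of 14 fits that left out 1 library, and the latter without replicate 4 of the basal (0.056, adjusted p = 0.091) or of the immobilized WT libraries (0.044, adjusted p = 0.20).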

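The members that changed most with immobilization in WT muscle are given for set 1 and then set 2. In the unfolded protein response list they were Eif4ebp1 (log2 fold change 2.27), Vegfa (-1.87) and Mthfd2 (1.84), and then Mthfd2 (2.71), Atf3 (2.44) and Eif4ebp1 (2.20). In the heat shock list they were Hspb7 (2.69), Hspb1 (2.07) and Hsp90aa1 (1.24, and 1.09 with adjusted p = 0.094 without replicate 3 of the immobilized libraries), and then Hspb7 (3.98), Hspb1 (2.4) and Cryab (1.87). Among antioxidant genes they were Mt2, Mt1 and Hmox1 (2.57), and then Mt2, Mt1 (3.57) and Scd1 (-1.70). The lists overlap, with 23 genes on both the heat shock and the unfolded protein response list.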

Interestingly, genes regulated by immobilization and sestrins were often found to contain binding sites for FoxO, Myc/Maz, and Sp1 TF (Fig. 3b). FoxO TF-binding sites were highly enriched in atrogenes and autophagy genes present in the sestrin-regulated gene set (Supplementary Fig. 4c, left and right). 

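The 8 atrogenes of Supplementary Fig. 4c are Bnip3, Ezh1, Fbxo30, Fbxo32, Psmc4, Psme4, Trim63 and Ube4b. The study chose them on these same samples, so their change here is not independent evidence. Immobilization made 3 of them differentially expressed in the WT muscle of set 1 (log2 fold changes -0.06 to 1.60), 7 in that of set 2 (0.16 to 2.09), 1 in Sesn1 SkM-Tg (-0.13 to 1.05) and 7 in Sesn2 SkM-Tg muscle (-0.04 to 2.46), both when adjusted over the list alone and over all genes tested (limma with Benjamini-Hochberg adjustment). In Sesn1 KO muscle (0.27 to 1.72) they were 8 over the list alone and 6 over all genes. After immobilization 0 differed between Sesn1 SkM-Tg and WT muscle (-0.83 to 0.04, with 2 of 8 higher), and over the list alone 2 did for Sesn2 SkM-Tg (-0.40 to 0.56, 7 of 8 higher) and 1 for Sesn1 KO (-1.23 to 0.10, 3 of 8 higher), with 0 over all genes. As a list, by camera, they were lower in Sesn1 SkM-Tg than in WT muscle (shift -0.12, adjusted p = 0.021), and not by fry (adjusted p = 0.35). This call was lost without any 1 of 3 libraries, most without replicate 1 of the WT libraries (-0.067, adjusted p = 0.25). For Sesn2 SkM-Tg (0.34, adjusted p = 0.055) and Sesn1 KO (-0.13, adjusted p = 0.11) they did not differ, but without any 1 of 3 libraries they were higher in Sesn2 SkM-Tg muscle (up to 0.40, adjusted p = 0.022, without replicate 1 of the Sesn2 SkM-Tg libraries), and without any 1 of 4 lower in Sesn1 KO muscle (down to -0.24, adjusted p = 0.016, without replicate 4 of the WT libraries). Their immobilization effect was larger in Sesn2 SkM-Tg than in WT muscle (0.50, adjusted p = 1.9e-05; fry 0.028), with 8 of 8 higher, and did not differ in Sesn1 SkM-Tg (-0.052, adjusted p = 0.20) or Sesn1 KO muscle (-0.13, adjusted p = 0.70). In basal Sesn2 SkM-Tg against WT muscle only 1 of 8 was higher (log2 fold changes -0.83 to 0.26, with 0 differentially expressed). Lower basal levels therefore enter the larger effect in Sesn2 SkM-Tg muscle.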

Of note, a significant overlap was found between sestrin-regulated atrogenes and a previously described list of FoxO-regulated atrogenes^24^ (Supplementary Fig. 4c, middle). These results are consistent with the former findings that upregulation of atrogenes, particularly *Atrogin1* and *MuRF1*, is directed by FoxO3a and required for muscle atrophy^3,6,7,24^.

Based on these findings, we examined the status of AKT-FoxO signaling in immobilized muscle of Sesn1/2 transgenic mice. Immobilized muscles of Sesn1^SkM-Tg^ and Sesn2^SkM-Tg^ mice had higher levels of AKT and FoxO3 phosphorylation than WT counterparts (Fig. 3c, d; Supplementary Fig. 5a). Notably, sestrin overexpression in muscle upregulated both PDK1-dependent AKT phosphorylation at Thr308 and mTORC2-dependent phosphorylation at Ser473 (Fig. 3d). Phosphorylation at both sites activates AKT kinase activity, while AKT-mediated phosphorylation of FoxO inhibits its transcriptional activity by retaining it in the cytoplasm^8^. Consequently, immobilized Sesn1/2^SkM-Tg^ muscle exhibited lower expression of well-known FoxO targets^24^ such as *Atrogin1* and *MuRF1* (Fig. 3e and Supplementary Fig. 5b), consistent with reduced FoxO transcriptional activity and with the transcriptome studies (Supplementary Figs. 4b, c and  5c). In contrast, disused muscle of Sesn1^KO^ mice expressed higher levels of these atrogenes (Supplementary Fig. 5d). In line with atrogene-mediated upregulation of ubiquitin–proteasome activity, the immobilization-induced increase in chymotrypsin-like proteasome activity in muscles of WT mice was blunted by sestrin overexpression (Fig. 3f). Conversely, blocking proteasome activity with bortezomib prevented the disuse atrophy in WT mice (Supplementary Fig. 5e). These results suggest that sestrins protect disused muscles from wasting, at least in part, by repressing the induction of FoxO-regulated atrogenes encoding muscle proteolytic enzymes.

Involvement of FoxO in sestrin-mediated muscle protection was confirmed through genetic modulation of FoxO. Muscle-specific overexpression of constitutively active FoxO3 (FoxO3 TM^7^) abolished the protective effect of Sesn1 against muscle atrophy in Sesn1^SkM-Tg^ mice (Fig. 3g). Contrarily, muscle-specific genetic deletion of all three FoxO genes (FoxO1,3,4^SkM-KO^ triple-knockout mice) (Supplementary Fig. 5f) produced strong protection against inactivity-induced muscle atrophy-like Sesn1/2 overexpression (Fig. 3h, see Fig. 1 for comparison). AKT activation by sestrin thus blocks ubiquitin–proteasome-dependent proteolysis via FoxO-signaling inhibition, subsequently attenuating muscle wasting during disuse.

### Sestrin coaxes autophagy by blunting mTORC1 to protect muscle

Gene set enrichment analysis (GSEA) also identified mTORC1-signaling regulation as another hallmark of sestrin modulation in muscle (Fig. 4a). mTORC1 is a major anabolic factor, classically associated with promotion of muscle growth and hypertrophy. Although mTORC1 was originally thought to decline during muscle atrophy^1,2^, we found sustained—and even increased—mTORC1 activity in immobilized atrophic muscles of non-transgenic mice, as revealed by phosphorylation of the mTORC1 downstream targets S6 and ULK (Fig. 4b). Overexpression of Sesn1 or Sesn2, which restores muscle mass in the disuse condition, strongly inhibited mTORC1 signaling (i.e. reduced S6 and ULK1 phosphorylation) after immobilization (Fig. 4b), whereas Sesn1^KO^ muscle showed constitutive mTORC1-signaling activation even in resting muscle (Supplementary Fig. 6a). Therefore, muscle immobilization unexpectedly conveys mTORC1 activation, whereas sestrins strongly downregulate it.

**Fig. 4:**
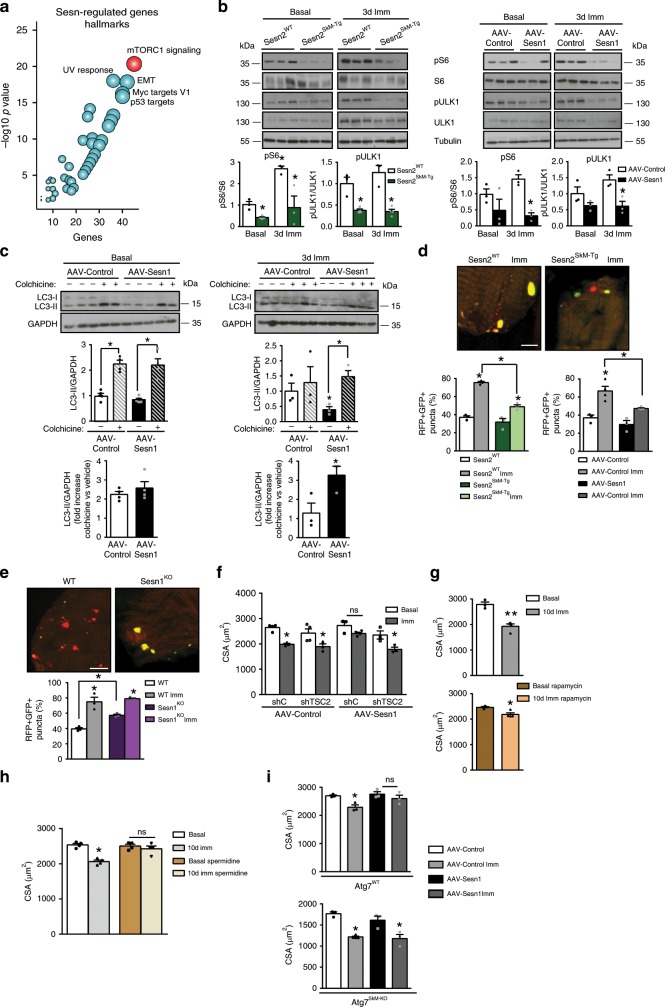
Autophagy induction via sestrin-mediated mTORC1 blockade prevents atrophy. **a** Bubble plot showing the main molecular hallmarks (GSEA) enriched in the sestrin-regulated gene set defined in Supplementary Fig. 4a. **b** Western blot analysis and quantification of S6 and ULK1 phosphorylation in muscles from Sesn2^WT^ and Sesn2^SkM-Tg^ mice (left) and in muscles transduced with AAV-Sesn1 or AAV-Control (right) in basal conditions and at 3 days post-immobilization. Values were normalized to basal control conditions. **c** Western blot analysis and quantification of LC3I and LC3II in TA muscles transduced with AAV-Sesn1 or AAV-Control in basal conditions and at 3 days post-immobilization. Treatment of mice with colchicine or vehicle is indicated. Lower chart shows the fold increase in LC3II content in colchicine-treated versus vehicle-treated mice. **d** Representative confocal images of 3-day-immobilized TA muscle electrotransferred with a tandem mRFP-GFP-LC3 reporter plasmid to enable detection of autophagosomes (yellow puncta) and autolysosomes (red puncta). The chart shows double RFP^+^GFP^+^ puncta as a percentage of total puncta for the indicated genotypes. Scale bar = 5 µm. **e** Representative confocal images of non-immobilized muscles in WT and Sesn1^KO^ mice treated as in **d**. The chart shows RFP+GFP+ puncta as a percentage of total puncta. Scale bar = 5 µm. **f** Mean TA myofiber CSA in basal conditions and at 10 days post-immobilization in muscles transduced with AAV-Control or AAV-Sesn1 and electrotransferred with control short hairpin (sh) or sh targeting TSC2. **g** Mean TA myofiber CSA in basal conditions and at 10 days post-immobilization in WT mice treated with vehicle (top) or rapamycin (bottom). **h** Mean TA myofiber CSA in basal conditions and at 10 days post-immobilization in WT mice treated with vehicle or spermidine. **i** Mean TA myofiber CSA in basal conditions and at 10 days post-immobilization in Atg7^WT^ and Atg7^SkM-KO^ mice transduced with AAV-Control or AAV-hSesn1. All data are shown as mean with SEM. Comparisons by Student's *t*-test (*p < 0.05 and **p < 0.01 vs. basal). Sample numbers were *n* = 3 mice per group for **b**, **d**, **e**, *n* = 3–5 animals for **c**, **f**, **g**, **i** and *n* = 4 for **h**. Source data are provided as a Source Data file.

mTORC1-mediated ULK1 phosphorylation inhibits autophagy^13,25^, another major protein and organelle degradation pathway. 

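The autophagy list of Supplementary Data 3 has 622 genes, of which 507 were tested in set 1 and 505 in set 2, and 29 are also on the unfolded protein response list. By camera with Benjamini-Hochberg adjustment, immobilization raised it in Sesn1 KO muscle (shift 0.16, adjusted p = 0.025). It did not in the WT muscle of set 1 (0.017, adjusted p = 0.92) or set 2 (0.13, adjusted p = 0.055), in Sesn1 SkM-Tg (0.017) or in Sesn2 SkM-Tg muscle (0.088, adjusted p = 0.29), although by fry it did in the WT muscle of set 2 (adjusted p = 7.4e-04), and by camera without replicate 1 of the immobilized WT libraries of set 2 it did there (0.15, adjusted p = 0.046). After immobilization the list did not differ from WT in Sesn1 SkM-Tg (-0.011, adjusted p = 0.78), Sesn2 SkM-Tg (0.0078, adjusted p = 0.78) or Sesn1 KO muscle (-0.0084, adjusted p = 0.70), nor did the immobilization effect (-0.0090, 0.049 and 0.025). The largest changes in WT muscle were those of Lgals3 (log2 fold change 2.86) and Ccr2 (2.69) in set 1, and of Eif4ebp1 (2.20), Casr (-2.18) and Ppp1r15a (2.12) in set 2.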

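Map1lc3b, which encodes the LC3 protein, rose in immobilized Sesn2 SkM-Tg muscle from 140 ± 20.0 to 180 ± 18.1 normalized counts (mean ± SD, n = 4; log2 fold change 0.36, adjusted p = 0.031 from limma with Benjamini-Hochberg adjustment). This call was lost in 5 of 8 fits that left out 1 library (0.30, adjusted p = 0.10, without replicate 3 of the basal libraries). Its change was 0.28 (adjusted p = 0.13) and -0.005 in the WT muscle of sets 1 and 2, -0.12 in Sesn1 SkM-Tg and 0.005 in Sesn1 KO muscle. Sqstm1, which encodes the autophagy receptor p62, rose in every group, by 0.93 and 1.32 in WT, 0.68 in Sesn1 SkM-Tg, 1.5 in Sesn2 SkM-Tg and 1.32 in Sesn1 KO muscle. The change in Sesn1 SkM-Tg muscle was 0.54 (adjusted p = 0.066) without replicate 3 of the immobilized libraries. After immobilization neither gene differed from WT in any genotype, with log2 fold changes of -0.41, -0.11 and -0.07 for Map1lc3b and -0.18, 0.36 and -0.13 for Sqstm1 in Sesn1 SkM-Tg, Sesn2 SkM-Tg and Sesn1 KO muscle.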

The autophagy pathway was also found in the sestrin-regulated gene set, which included many autophagy-related genes enriched in FoxO TF-binding sites (Supplementary Fig. 4b, c and Supplementary Data 3). Skeletal muscle autophagy flux was determined in vivo using colchicine, which blocks autophagosome degradation^26^. Colchicine-triggered marked accumulation of the autophagosome marker LC3-II in WT and sestrin-overexpressing muscles (Fig. 4c, left panel, and Supplementary Fig. 6b), indicating that basal autophagy flux is active in all these tissues, being barely affected by Sesn1/2 overexpression in non-disuse conditions. However, muscle immobilization in WT mice strongly decreased colchicine-dependent LC3-II accumulation (Fig. 4c, right panel, and Supplementary Fig. 6c), indicating that autophagy flux was attenuated. Importantly, autophagy flux was preserved in immobilized muscles overexpressing Sesn1 or Sesn2 (Fig. 4c, right panel, and Supplementary Fig. 6c). This observation is consistent with downregulation of mTORC1-dependent ULK1 activation by overexpression of sestrins during immobilization conditions (Fig. 4b). These findings were reinforced by experiments with a tandem fluorescent autophagy flux reporter (mRFP-GFP-LC3^27^) (Fig. 4d). Although mature autolysosomes (red LC3 puncta) were abundant in basal WT muscle, the red LC3 signal was eliminated by muscle immobilization, leaving only yellow puncta (undegraded autophagosomes). Sesn1/2 overexpression substantially preserved the red LC3 puncta during immobilization (Fig. 4d). Conversely, Sesn1^KO^ mice showed impaired autophagy flux already in basal conditions, with reduced colchicine-dependent LC3-II accumulation (Supplementary Fig. 6d) and loss of red LC3 puncta in the reporter assay (Fig. 4e). The defective autophagy in non-immobilized muscle of Sesn1^KO^ mice could be explained by the constitutive mTORC1-dependent ULK1 activation in the absence of sestrin (Supplementary Fig. 6a), since stress-induced sestrin expression inhibits mTORC1 signaling via activation of AMPK^28^. Consistent with this idea, AMPK activation was readily observed in non-immobilized Sesn1-overexpressing muscle, providing a mechanistic explanation for how sestrin inhibits mTORC1 and activates autophagy (Supplementary Fig. 6e).

We further tested whether sestrin-induced autophagy is important for attenuating disuse atrophy through genetic and pharmacological approaches. Sesn1-mediated protection against disuse atrophy was abolished upon constitutive mTORC1 activation by silencing TSC2, the negative regulator of mTORC1^29–31^ (Fig. 4f and Supplementary Fig. 6f). Conversely, rapamycin, which inhibits mTORC1 and induces autophagy^32^, increased WT muscle autophagy flux (Supplementary Fig. 7a), and substantially attenuated muscle atrophy (Fig. 4g), like sestrins. A similar protective effect against muscle atrophy was exerted by the autophagy inducer spermidine^32,33^ (Fig. 4h). Autophagy activation through Atg7 overexpression^32^ also protected myofibers from disuse-induced atrophy (Supplementary Fig. 7b, c), whereas muscle-specific genetic deletion of Atg7 (Atg7^SkM-KO^) (Supplementary Fig. 7d) nullified Sesn1-mediated protection against disuse-induced muscle atrophy (Fig. 4i). No significant crosstalk between both catabolic activities was observed during muscle immobilization (not shown). Taken together, these data demonstrate that muscle inactivity produces detrimental effects by differentially acting on catabolic mechanisms (i.e. decreasing autophagic while inducing proteasomal pathways). By reversing this concert, sestrins preserve autophagy that is essential for muscle homeostasis, while preventing proteasome overactivation that wastes muscle by majorly driving loss of muscle mass during disuse condition.

### Sestrins protect muscle against aging-associated atrophy

We finally investigated whether sestrins can also protect against aging-associated muscle atrophy (sarcopenia). Compared with young mice (4 months old), aged mice (24 months old) showed lower expression of Sesn1 protein in skeletal muscle (Fig. 5a) accompanied by pronounced loss of skeletal muscle force and mass and myofiber atrophy (Fig. 5b–e). All these muscle parameters were improved by transduction of AAV-Sesn1 for one month, including a slight reduction in muscle fibrosis (Fig. 5c–e and Supplementary Fig. 7e), suggesting that sestrin activation presents a promising strategy for protecting against age-associated muscle atrophy and related conditions. No changes in myonuclear number were observed (Supplementary Fig. 7f). Mechanistically, we found that mTORC1 activity is increased in muscles of aged mice and is reduced by Sestrin overexpression (Fig. 5f), correlating with the protection exerted by Sestrin on age-related muscle atrophy.

**Fig. 5:**
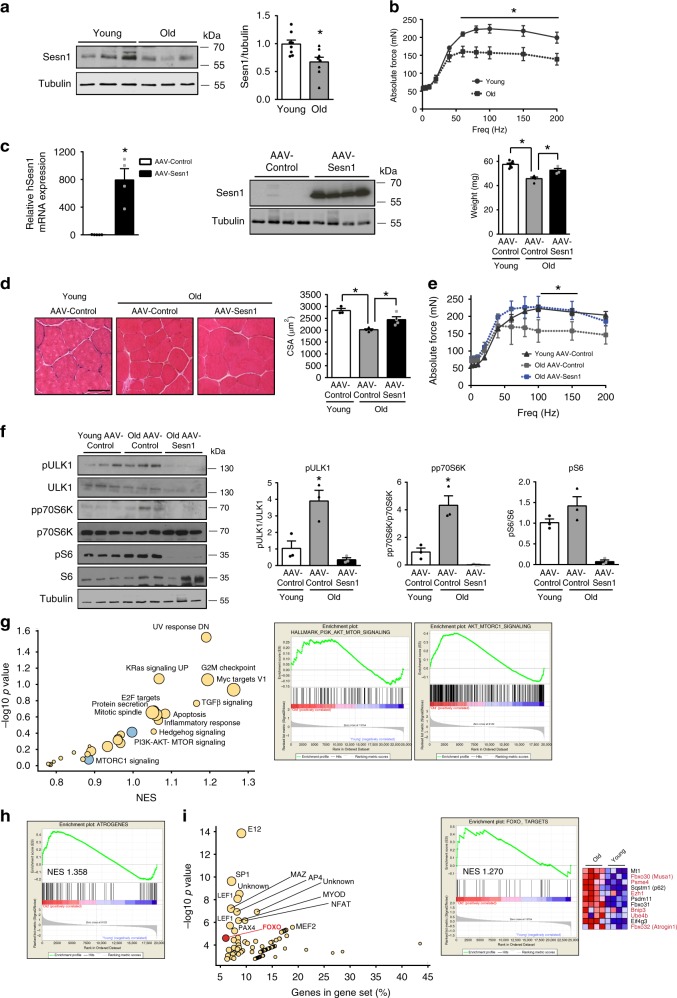
Sestrins prevent aging-related muscle atrophy. **a** Western blot and quantification of Sesn1 protein levels in skeletal muscle from young (4 months) and old (24 months) mice. **b** Force–frequency curve of EDL muscles from young and old WT mice. **c** qPCR of human Sesn1 mRNA in skeletal muscle from 24-month-old mice transduced with AAV-Sesn1 for one month and Sesn1 protein expression by Western blotting in the same muscles (left). Weight of TA muscles from young and old mice transduced with AAV-Sesn1 or AAV-Control for 1 month (right). **d** Representative H/E staining pictures of TA muscle sections from 24-month-old mice transduced with AAV-Sesn1 or AAV-Control for 1 month and quantification of mean myofiber CSA. Scale bar = 50 µm. **e** EDL force-frequency curve in 24-month-old mice transduced with AAV-Sesn1 or AAV-Control for 1 month. **f** Western blot analysis and quantification of phosphorylation levels of p70S6K, S6, and ULK1 in muscles from old mice transduced with AAV-Sesn1 or AAV-Control for 1 month. Representative blots are shown with corresponding quantification. Values were normalized to averaged values of young control mice. **g** Bubble plot of enriched GSEA hallmarks in the dysregulated genes upon muscle aging (left). Enrichment plots of the PI3K-AKT-MTOR signaling hallmark and the combined PI3K-AKT-MTOR signaling and mTORC1 signaling hallmarks (AKT-MTORC1 signaling) in comparisons of old and young mice (right). **h** As in **g**, enrichment plots of the atrogenes gene set in comparisons of old and young mice. **i** Bubble plot of enriched transcription factor-binding sites (GSEA) in the dysregulated genes upon muscle aging (left). Enrichment plots of the FoxO3a targets in skeletal muscle (as defined in Brocca et al.^24^) and heatmap illustrating genes with higher enrichment in comparisons of old and young mice (right). All data are shown as mean with SEM. Comparisons by Student's *t*-test (*p < 0.05). Sample numbers were *n* = 8 mice per group for **a**, *n* = 4–7 mice per condition for **b** and **c**, *n* = 3–5 mice per condition for **d** and **e** and *n* = 3 mice per group for **f**. Source data are provided as a Source Data file.

Finally, we compared publicly available transcriptomic data of skeletal muscles of young and old mice (GEO: GSE53959)^34^ to assess for potential gene expression similarities between aged and immobilized muscles. Interestingly, we found that aged-muscle transcriptome was enriched in gene expression signatures for apoptosis, inflammation, cell-cycle inhibition, UV response, Myc targets, and anabolic signaling (PI3K/AKT/mTORC1 regulation) (Fig. 5g). Supporting the existence of commonalities between genes induced by muscle immobilization and aging, the aged muscle transcriptome was found to be also enriched in atrogenes (Fig. 5h), while the upregulated genes contained binding sites for E12, Myc/Maz, Sp1, and FoxO TFs (Fig. 5i). In fact, the transcriptome of old mice was enriched in FoxO and Sestrin-regulated atrogenes^24^, including the E3 ubiquitin-ligases *Atrogin1* and *Musa1* (*Fbxo30*)^23^ and autophagy-related genes *Bnip3* and p62 (*Sqstm1*) (Fig. 5i). Taken together, these results suggest that, similar to disuse-induce muscle atrophy, sestrins may protect muscle against aging-associated muscle atrophy by coordinating anabolic and catabolic pathways.

## Discussion

Autophagy and ubiquitin–proteasome proteolytic activities have been independently linked to muscle wasting^6,31,35^. Our analysis combining unbiased transcriptomics and targeted transgenesis approaches has identified an important mechanism for protecting muscle from wasting during disuse and aging. Sestrins, strongly downregulated by disuse, preserve muscle mass by coordinately inhibiting atrophic proteolysis and activating homeostatic autophagy. Sestrins may achieve disuse-induced protection by regulating the balance between distinct growth-associated mTOR complexes, strongly inhibiting mTORC1^28^ while supporting mTORC2 activity^14^. Through upregulation of AKT, sestrins inhibit FoxO-dependent transcription of atrogenes, which normally promote muscle wasting by accelerating protein degradation. At the same time, through the activation of AMPK and inhibition of mTORC1^28^, sestrins upregulate autophagy, thus maintaining proteostasis and organelle quality for homeostatic preservation of muscle mass and force. Of interest, the protective effect of sestrin was also extended to denervation-induced muscle wasting and age-associated muscle atrophy. The relevance of our data is further supported by recent findings demonstrating reduction of sestrins’ protein levels in muscles of aging human individuals^36^ including muscles from the frail elderly population^37^. Future studies should explore the effect of Sestrin/mTOR modulators such as NV-5138^38^ on these conditions. Loss of muscle mass and force significantly affects health, life quality, and even survival. Given their beneficial effects on muscle wasting during disuse and aging, sestrins should be regarded as nodal regulators of mammalian muscle growth with potentially broad applications in the treatment of common catabolic conditions.

## Methods

### Animals

The different mouse models used in this study were generated as follows:

The skeletal muscle-specific Sesn1 transgenic mouse model (Sesn1^SkM-Tg^) was generated in C57BL/6 background and carry a transgene coding for human Sesn1 under the control of MCK promoter. The human Sesn1 cDNA sequence (from LV-Sesn1^19^) was subcloned into the pBluescript-MCK plasmid (a kind gift from Markus Rüegg). A 4 kb PacI digestion fragment was excised, microdialyzed, and microinjected into the pronuclei of fertilized mouse eggs (C57BL/6J × C57BL/6J) at the Mouse Mutant Core Facility, Institute for Research in Biomedicine (Barcelona, Spain). Embryos were implanted into pseudo-pregnant foster females (ICR), and transgenic pups were identified. DNA samples from tail clips of subsequent litters were screened by PCR with primers spanning different sequences of MCK promoter and Sesn1 cDNA (Primer set 1 forward CTGCCCCCGGGTCACCACC reverse TCGATTCAGGTCATATAGCGGGT; Primer set 2 forward CAGGGCTTATACGTGCCTGGGACTC reverse TGTGGGTGGAAAACCATCACTAACG; Primer set 3 forward GCCCCCGGGTCACCACCAAG reverse GGCCAAGCGCATGGATCCTTTTA) that amplified a 1550, 600, and 76 bp fragments, respectively. The transgene was maintained on the C57BL/6J background throughout the study.

The skeletal muscle-specific Sesn2 transgenic mouse model (Sesn2^SkM-Tg^) was generated by crossing mice that express Sesn2 from a Tet-regulated promoter (provided by Dr. M. Karin, UCSD, San Diego, USA) with mice harboring the skeletal muscle-specific MCK-tTA construct (obtained from Dr. M. Ruegg, Biozentrum, Basel, Switzerland). Non-transgenic littermates (that were WT for Sesn1 and Sesn2 expressions) were used as controls for the two transgenic mouse lines, and named Sesn1^WT^ and Sesn2^WT^ mice, respectively. Sesn1 KO mice were provided by Dr. J.H. Lee (University of Michigan, USA) and analyzed in comparison with normal, control WT mice. Atg7^SkM-KO^ mice were generated as previously described^32^, and FoxO1,3,4^SkM-KO^ mice were obtained by crossing FoxO1/3/4-floxed mice (a kind gift from Dr. M. Sandri, University of Padova, Italy) with the *Pax7*^Cre^ line (provided by Dr. M. Capecchi, University of Utah, USA). Non-transgenic littermates (that were WT for FoxO1,3,4 and for Atg7 expression) were used as controls for Atg7^SkM-KO^ mice and for FoxO1,3,4^SkM-KO^ mice, and named Atg7^WT^ and FoxO1,3,4^WT^ mice, respectively. Therefore, Sesn1^WT^, Sesn2^WT^, WT, Atg7^WT^, and FoxO1,3,4^WT^ mice are all equally WT, non-transgenic mice, but each one is used as littermate control of each individual genetically modified mouse line.

Mice were housed in standard cages under 12 h light/dark cycles with ad libitum access to food and water. All experiments were performed on 4–5-month-old male mice. All animal experiments were approved by the Ethics Committee of the Barcelona Biomedical Research Park (PRBB) and performed according to Catalan and European legislation.

### Induction of muscle atrophy

The immobilization protocol was performed unilaterally on anesthetized animals as formerly described^39^. Briefly, the right hindlimb was immobilized with rigid plastic sticks fixed with a medical adhesive bandage. This procedure prevented movement of the immobilized leg alone. Denervation was performed as previously described^40^. In brief, a 5 mm segment of the sciatic nerve was surgically removed down to the gluteus maximum from the right leg. Mice not subjected to atrophy-promoting conditions were used as controls (Basal). Muscles were removed at 3 or 10 days after atrophy induction and frozen in liquid nitrogen for subsequent analyses.

### In vivo gene electrotransfer and AAV injection

Expression plasmids used for electrotransfer studies were purified using a Endofree plasmid kit (Qiagen) and dissolved in 0.9% NaCl. 45 min before electrotransfer, muscles were pretreated with hyaluronidase (10 U/muscle). Afterwards, naked plasmids (60 μg DNA) were injected into the tibialis anterior muscle and 10 pulses of 20 ms each were applied to each hindlimb at 175 V/cm and 1 Hz using an electroporator (ECM 830; BTX). Empty vector was used as control.

AAV for in vivo expression of Sesn1 and Sesn2 were generated and provided by the Virus Production Unit (UPV, UAB, Barcelona). AAVs were diluted in 0.9% NaCl at 0.25*10^13^ gc/ml and directly injected into muscles (40 µl/TA and 10 µl/EDL and soleus muscles). AAV-GFP was used as a control. Four days after transduction mice were subjected to the immobilization protocol.

### Pharmacological treatments

Mice were injected with rapamycin (4 mg/kg body weight) (which induces autophagy) or vehicle (DMSO) intraperitoneally (i.p.) every other day for 2 weeks. Colchicine (which inhibits autophagy) was injected i.p. (0.4 mg/kg*day) 2 days before sacrifice. The proteasome inhibitor Bortezomib (0.1 mg/kg) or vehicle (DMSO) was injected i.p. every other day for 2 weeks. Mice were treated with 3 mM spermidine in drinking water for 2 weeks.

### Muscle force measurement

Ex vivo force measurements of EDL and soleus muscles was assessed as previously described^41^. Briefly, mice were sacrificed, and muscles were immediately excised and placed into a dish containing oxygenated Krebs–Henseleit solution. Muscles were mounted vertically in a temperature controlled (30 °C) chamber and immersed in the Krebs–Ringer bicarbonate buffer solution, with 10 mM glucose, also continuously oxygenated. One end of the muscle was linked to a fixed clamp, while the other end was connected to the lever-arm of an Aurora Scientific Instruments 300B actuator/transducer system, using a nylon thread. The optimum muscle length (Lo) was determined from micromanipulations of muscle length to produce the maximum isometric twitch force. Maximum isometric-specific tetanic force was determined from the plateau of the curve of the relationship between specific isometric force with a stimulation frequency ranging from 1 to 200 Hz. Force was normalized per muscle area (determined by dividing the muscle mass by the product of longitude and the density of muscle (1.06 mg/mm^3^)) to calculate the specific force (mN/mm^2^).

### Muscle histology and immunohistochemistry

Muscles were embedded in OCT solution (TissueTek), frozen in isopentane cooled with liquid nitrogen and stored at −80 °C until analysis. 10 μm muscle cryosections were collected and stained for hematoxylin/eosin (H/E) or Sirius red (Sigma-Aldrich).

For immunohistochemistry assays, muscle cryosections were examined by standard immunohistochemical procedures for the expression of myosin heavy chain (MHC) isoforms. The primary monoclonal antibodies employed were anti-myosin I (A4.840), anti-myosin IIA (A4.74), and anti-myosin IIB (BF-F3) (Developmental Studies Hybridoma Bank).

Digital images were acquired using the Leica DMR600B microscope equipped with a DFC300FX camera. Fiber type distribution, CSA, and percentage of muscle area positive for Sirius red staining were quantified using Image J software, as previously reported^42,43^.

For myonuclei quantification, muscle sections were immunostained for dystrophin (1/400), the secondary antibody was coupled to Alexa-488 and nuclei were stained with DAPI (Invitrogen). Images were acquired using a Leica TCS SP5 confocal scanning microscope system.

### Fluorescence microscopy analysis of muscle sections

TA muscles were removed, fixed in PFA 2% for 4 h at 4 °C and incubated with 15% sucrose overnight at 4 °C. Then, muscles were embedded in OCT solution (TissueTek), immediately frozen in liquid nitrogen-cooled isopentane and stored at −80 °C. 10 μm cryosections of TA muscle (which has been transfected with mRFP-GFP-LC3^44^) were analyzed using a Leica TCS SP5 confocal scanning microscope system. Colocalization of RFP-LC3 and GFP-LC3 puncta was determined on the maximum projection of 10-z sections. Note: Measuring autophagy flux through this method is based on the concept of lysosomal quenching of GFP. GFP is a stably folded protein and relatively resistant to lysosomal proteases. However, the low pH inside the lysosome quenches the fluorescent signal of GFP, which makes it difficult to trace the delivery of GFP–LC3 to lysosomes. In contrast, RFP exhibits more stable fluorescence in acidic compartments, and mRFP–LC3 can be readily detected in autolysosomes. By exploiting the difference in the nature of these two fluorescent proteins (that is, lysosomal quenching of GFP fluorescence versus lysosomal stability of RFP fluorescence), autophagic flux can be morphologically traced with an mRFP–GFP–LC3 tandem construct. With this tandem construct, autophagosomes and autolysosomes are labeled with yellow (mRFP and GFP) and red (mRFP only) signals, respectively.

### RNA isolation, reverse transcription, and quantitative PCR

Total RNA from TA muscles was isolated with QIAzol Lysis Reagent (Qiagen) and quantified with Nanodrop. M-MLV Reverse Transcriptase (Promega) was used to synthesize cDNAs from 1 µg total RNA following the manufacturer’s instructions. RT-qPCR reactions were performed with SYBR Green in 384-well plates using the Roche LC-480 cycler (Roche Applied Science). All data were normalized to L7 expression. Primer sequences are listed in Table 1.

**Table 1:** Primers used for qPCR.

Gene	Species	Forward primer	Reverse primer
*Sesn1*	Mouse	GTCTGGATAACATCACATTAG	CCAGGTAGGAACACTGATGC
	Human	CAGCATTGGAAAACATTAGGCAA	CCGAAGACTCGGTATTTGAAAGC
*Sesn2*	Mouse	TAGCCTGCAGCCTCACCTAT	TATCTGATGCCAAAGACGCA
*Sesn3*	Mouse	CATGCGTTTCCTCACTCAGA	GGCAAAGTCTTCGTACCCAA
*Fbxo32*	Mouse	AAGGCTGTTGGAGCTGATAGCA	CACCCACATGTTAATGTTGCCC
*Trim63*	Mouse	TGCCTGGAGATGTTTACCAAGC	AAACGACCTCCAGACATGGACA
*Ctsl*	Mouse	GTGGACTGTTCTCACGCTCAAG	TCCGTCCTTCGCTTCATAGG
*FoxO1*	Mouse	CTGGGTGTCAGGCTAAGAGT	GGGGTGAAGGGCATCTTT
*FoxO3*	Mouse	CTGGGGGAACCTGTCCTATG	TCATTCTGAACGCGCATGAAG
*FoxO4*	Mouse	CTTCCTCGACCAGACCTCG	ACAGGATCGGTTCGGAGTGT
*Atg7*	Mouse	TCTGGGAAGCCATAAAGTCAGG	GCGAAGGTCAGGAGCAGAA
*L7*	Mouse	GAAGCTCATCTATGAGAAGGC	AAGACGAAGGAGCTGCAGAAC

### Transcriptomic analysis

For RNAseq analysis, total RNA from TA muscles was extracted using a protocol combining QIAzol Lysis Reagent and RNAeasy minikit columns (Qiagen) following the manufacturer’s instructions. RNAseq services were provided by the CNIC Genomics Unit, including quality control tests of total RNA using Agilent Bioanalyzer and Nanodrop spectrophotometry. cDNA library preparation and amplification were performed from 200 ng total RNA using NEBNext Ultra RNA Library Prep Kit for Illumina. RNAseq analysis was performed with 3–4 samples per condition, using Illumina Hiseq 2500. Sequencing reads were pre-processed by means of a pipeline that used FastQC, to asses read quality, and Cutadapt 1.7.1 to trim sequencing reads, eliminating Illumina adaptor remains, and to discard reads that were shorter than 30 bp. The resulting reads were mapped against the mouse transcriptome (GRCm38, release 76; aug2014 archive) and quantified using RSEM v1.2.20. Data were then processed with a differential expression analysis pipeline that used Bioconductor package LIMMA for normalization and differential expression testing. For differential expression analysis we filtered for genes that showed at least Log2FC 0.25 (≥+0.25 for upregulation; and ≤−0.25 for downregulation) and an adj. *p* value < 0.05.

### FoxO promoter-reporter assay

TA muscles from Sesn1^WT^ and Sesn1^SkM-Tg^ mice were electrotransferred with a reporter plasmid with three copies of forkhead responsive element linked to the luciferase reporter gene (FHRE-luciferase; Addgene). After 3 days of immobilization, muscles were collected and luciferase activity was measured in muscle homogenates by using Dual-Luciferase Reporter Assay Kit (Promega Corporation, USA). Values were normalized to non-immobilized muscles.

### Muscle protein extraction and Western blotting

Total homogenates from skeletal muscle were obtained in IP buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1% NP-40, 5 mM EGTA, 5 mM EDTA, 20 mM NaF, 25 mM β-glycerophosphate, 0.1 mM sodium vanadate, 1 mM PMSF) supplemented with protease and phosphatase inhibitors (Complete Mini, Roche Diagnostic Corporation; phosphatase inhibitor cocktail, Sigma). Protein concentration was measured using the Bradford method (Protein Assay, Bio-Rad). 40 µg of protein were resolved by SDS–PAGE and transferred to PVDF membranes (Millipore). Membranes were blocked with 5% milk in TBS-T for 1 h and incubated with primary antibodies overnight at 4 °C in 5% BSA in TBS-T (Tubulin 1:4000 and others 1:1000). Proteins were detected by the ECL method and quantified by scanning densitometry. The antibodies used are listed in Table 2. Uncropped versions of all blots shown in figures are supplied in the Source Data File.

**Table 2:** Antibodies.

Antibody	Source	Reference
Rabbit anti-Sesn1	Provided by Dr. Jun Hee Lee	
Rabbit anti-Sesn2	Proteintech	Cat#10795-1-AP
Rabbit anti-phospho-AKT (Ser473)	Cell Signaling Technology	Cat#9271
Rabbit anti-phospho-AKT (Trh308)	Cell Signaling Technology	Cat#4056
Mouse anti-AKT (pan)	Cell Signaling Technology	Cat#2920
Rabbit anti-phospho-FoxO1 (Thr24)/FoxO3a (Thr32)	Cell Signaling Technology	Cat#9464
Rabbit anti-phospho-S6 (Ser235/236)	Cell Signaling Technology	Cat#4858
Mouse anti-S6	Cell Signaling Technology	Cat#2317
Anti-Phospho-AMPKα (Thr172)	Cell Signaling Technology	Cat#2531
Anti-AMPKα	Cell Signaling Technology	Cat#2532
Rabbit anti-phospho-ULK1	Cell Signaling Technology	Cat#14202
Rabbit anti-ULK1	Cell Signaling Technology	Cat#8054
Rabbit anti-LC3B	Cell Signaling Technology	Cat#2775
Mouse anti-Tubulin	Sigma Aldrich	Cat#T-6199
Mouse anti-GAPDH	Santa Cruz Biotechnology	Cat#sc-32233

### Proteasome activity in muscle

Proteasome activity in total homogenates from TA muscles was determined by evaluating the cleavage of specific fluorogenic substrates. Muscles were homogenized in lysis buffer (50 mM Tris–HCl pH 7.5, 250 mM Sucrose, 5 mM MgCl_2_, 0.5 mM EDTA, 2 mM ATP, and 1 mM DTT) and centrifuged at 12,000 × *g* for 30 min at 4 °C. The supernatant was collected and protein concentration determined by the method of Bradford. For chymotrypsin-like activity, aliquots of 20 μg protein were incubated for 60 min at 37 °C in the presence of 100 μM of the fluorogenic substrate succinyl-Leu-Leu-Val-Tyr-7-amino-4-methylcoumarin (Suc LLVY-AMC). Each assay was conducted in the absence and presence of the specific proteasomal inhibitor MG132 (Sigma-Aldrich) at 20 μM. Fluorescence was read with a spectrofluorometer (390 nm excitation/460 nm emission; Tecan Infinite M200). The activity was expressed as units of fluorescence per microgram of protein, as a percentage of the control group. All samples were assayed in triplicate using at least four animals.

### Bioinformatic analysis

Hierarchical clustering of expression values (after filtering expression values below one in all the samples) was carried out with Morpheus (https://software.broadinstitute.org/morpheus/) using one minus Pearson correlation with a complete linkage. GSEA of Sestrin-regulated genes was performed using GSEA web interface with the Molecular Signatures Database “hallmarks” and “transcription factor binding targets” genesets, to reveal pathways and cis-regulatory motifs which can function as potential transcription factor-binding sites, respectively^45^. The Java implementation code from the Broad Institute was used for direct GSEA comparisons of the raw data from our RNA-seq experiments or with GEO: GSE5395 data set with the “AKT-MTOR signaling” gene set (generated by combining the “MTORC1 Signaling” and the “PI3K-AKT- MTOR signaling” Molecular Signatures Database hallmarks), the growth and atrophy regulators gene set (assembled by combining the following Gene Ontology categories: positive and negative regulations of insulin-like growth factor receptor signaling pathway, positive and negative regulations of TORC1 signaling and positive and negative regulations of muscle atrophy) and the atrogenes gene set (that was manually curated from selected bibliography^1–4,6,7,22,24^). Bubble plots were generated using ggplot2 library in R or Seaborn in Python. Venn diagrams were generated using The BEG Ugent tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Statistical analysis

For mouse experiments, no specific blinding method was used, but mice in each sample group were selected randomly. The sample size (*n*) of each experimental group is described in each corresponding figure legend.

GraphPad Prism software was used for all statistical analyses. Quantitative data displayed as histograms are expressed as means ± standard error of the mean (represented as error bars). Results from each group were averaged and used to calculate descriptive statistics.

Unpaired *t*-test (independent samples, two-sided) was used for pairwise comparisons among groups at each time point, unless indicated in figure legends. Statistical significance was set at a *p* < 0.05.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Description of Additional Supplementary Files

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Source data used to generate Figs. 1–5 and Supplementary Figs. 1–7 are provided in the Source Data file. The RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession code: GSE136866.

## Source Data

Source Data File

# Supplementary material for: Sestrin prevents atrophy of disused and aging muscles by integrating anabolic and catabolic signals
**Source:** Nat Commun. 2020 Jan 13;11:189. doi: 10.1038/s41467-019-13832-9
**Supplement:** Supplementary file 1 — Supplementary Information

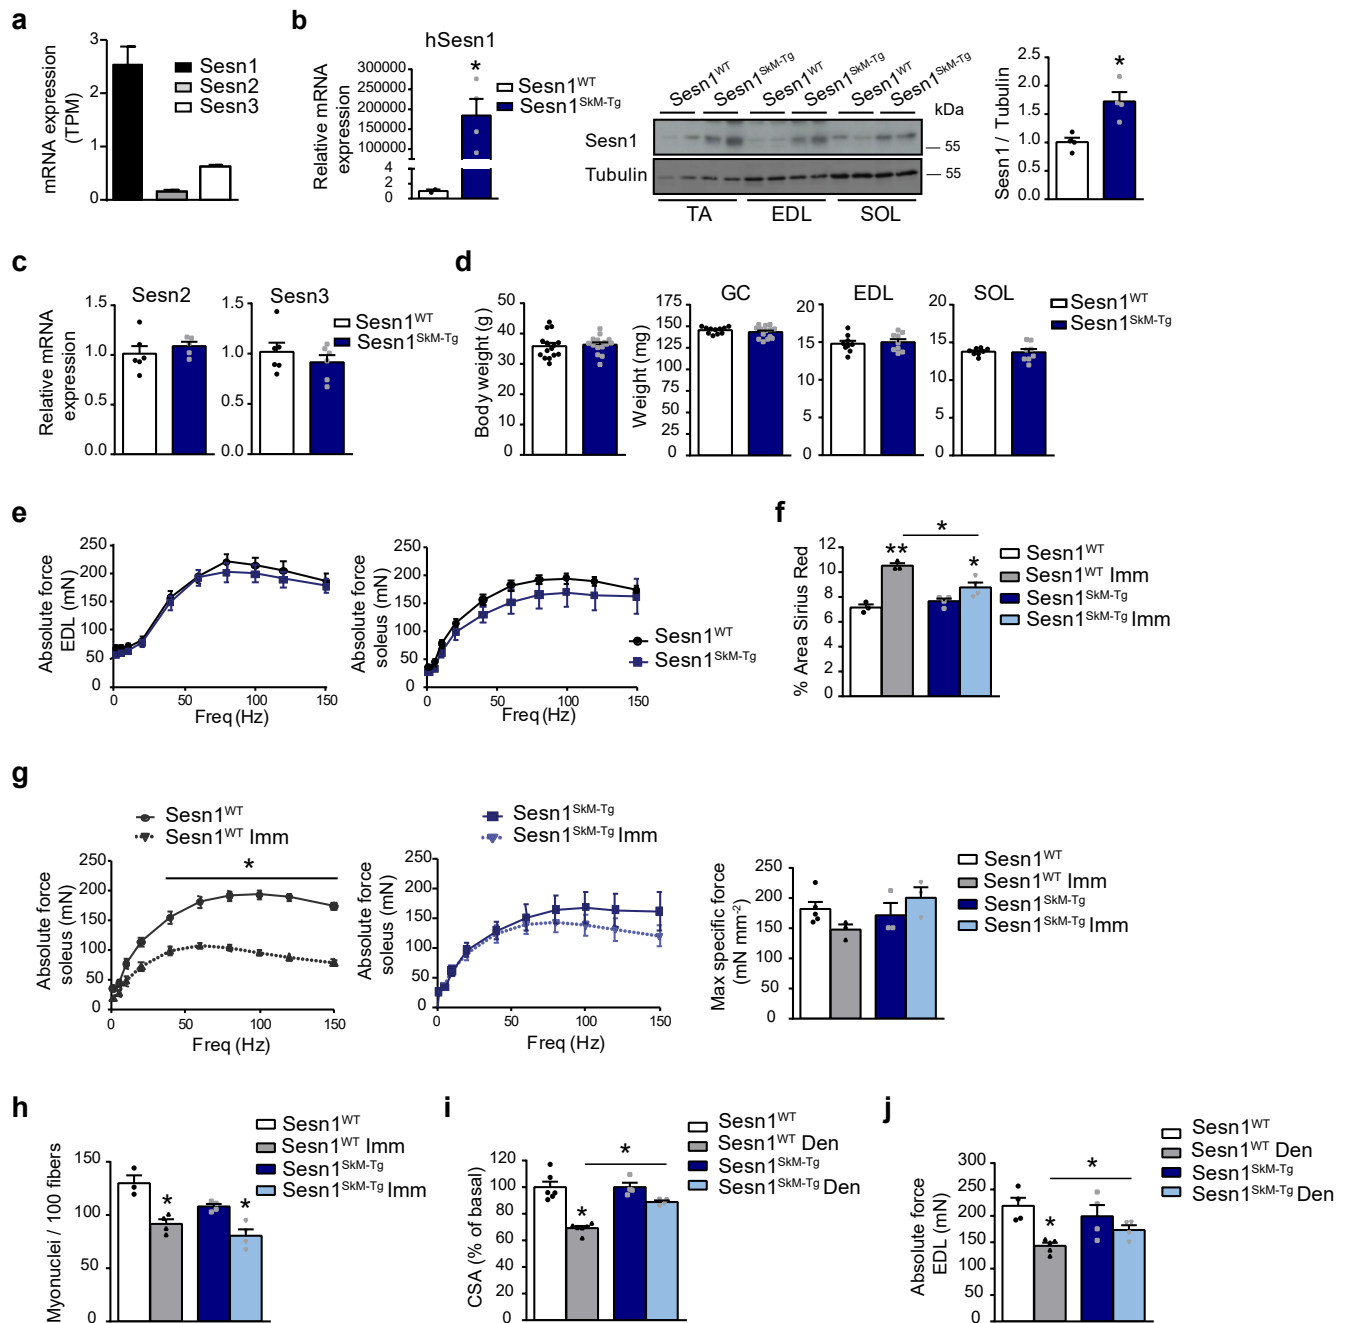

### Supplementary Figure 1. Functional characterization of muscles from Sesn1<sup>SkM-Tg</sup> mice

**a**, RNAseq-determined Sesn1-3 mRNA expression levels in skeletal muscle of young mice. **b**, qPCR (left) and Western blot analysis and its quantification (right) of human Sesn1 mRNA and protein expression respectively in skeletal muscle from Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> young mice (4 months old). **c**, qPCR analysis of Sesn2 and Sesn3 expression in TA muscles of Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> young mice. **d**, Body and muscle weight of young Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice. **e**, Force-frequency curves of EDL and soleus muscles from Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal conditions. **f**, Quantification of Sirius Red staining of TA muscle sections from young Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal state and 10 days post-immobilization. **g**, Force measurements in soleus muscles of Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal conditions and after 10 days of limb immobilization. Charts show force-frequency curves (left) and maximum specific force (right). **h**, Myonuclei number in TA muscles from Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal conditions and after 10 days of immobilization. **i**, Mean fiber CSA of TA muscles from Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal conditions and at 10 days post-denervation. Results are expressed as percentage of CSA in basal conditions. **j**, Force measurements in EDL muscles of Sesn1<sup>WT</sup> and Sesn1<sup>SkM-Tg</sup> mice in basal conditions and after 10 days of denervation. All data are shown as mean with SEM. Comparisons by paired (i) or unpaired (others) Student t-test (\*p<0.05 and \*\*p<0.01). TA, tibialis anterior; SOL, soleus and GC, gastrocnemius. N=5-7 mice per genotype for **e**, n=3-4 mice per group for **f** and **h**, n=3-7 animals per group for **g** and n=4-6 mice for **i-j**. Source data are provided as a Source Data file.

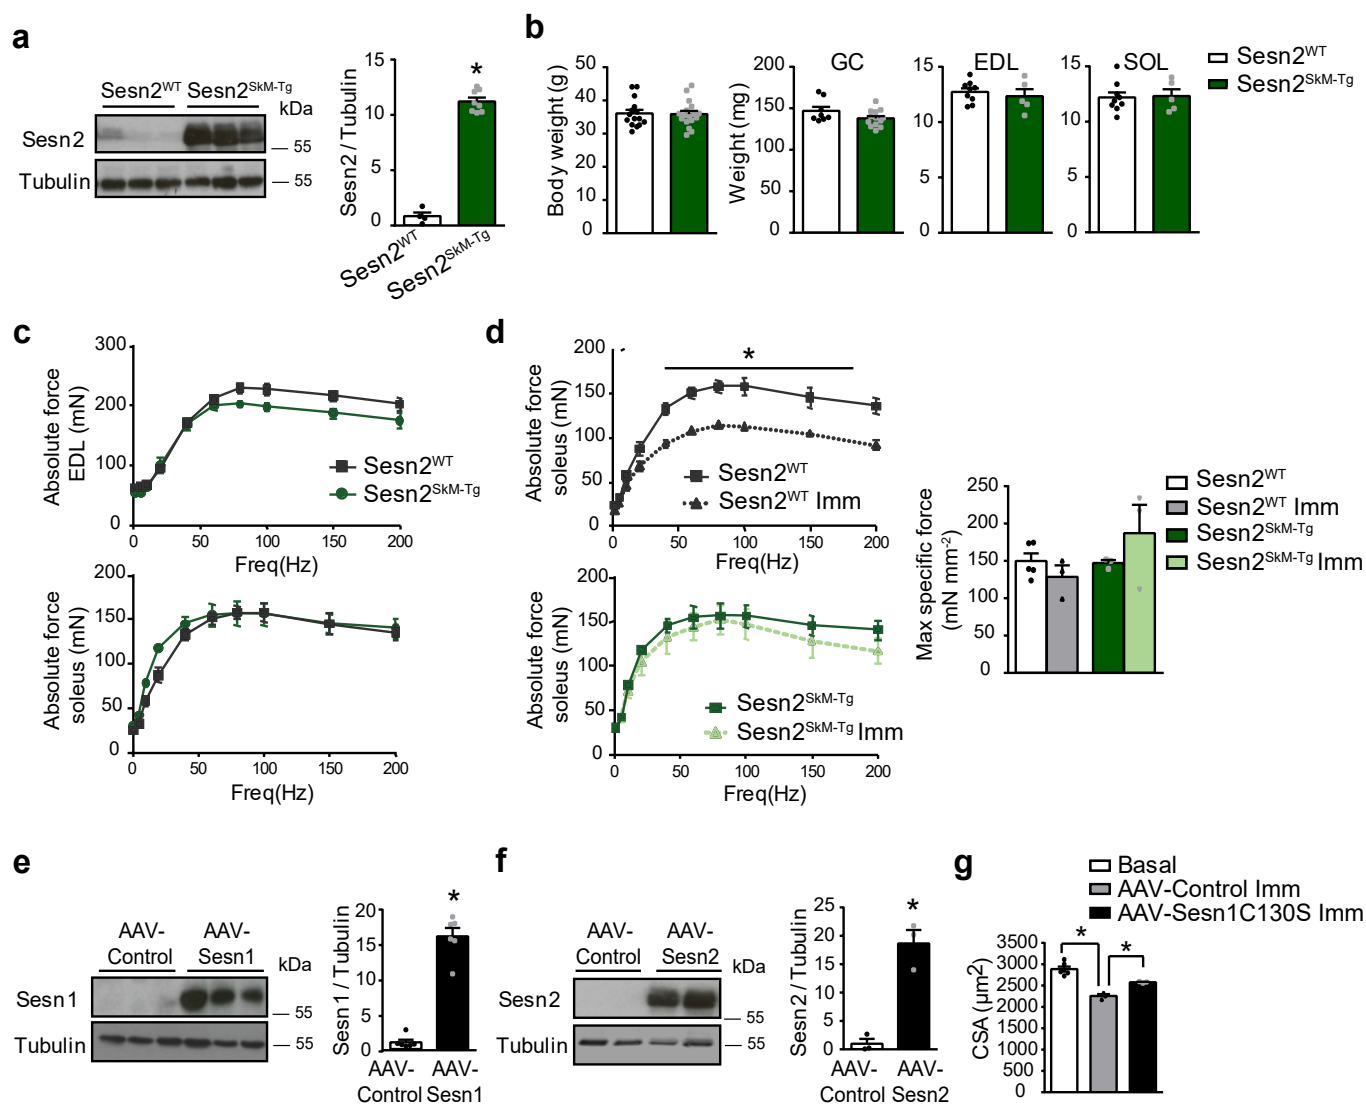

### Supplementary Figure 2. Functional characterization of muscles from Sesn2<sup>SkM-Tg</sup> mice

**a**, Western blot and quantification of Sesn2 protein levels in skeletal muscle from Sesn2<sup>WT</sup> and Sesn2<sup>SkM-Tg</sup> mice. **b**, Body and muscle weight of young Sesn2<sup>WT</sup> and Sesn2<sup>SkM-Tg</sup> mice (4 months old). **c**, Force-frequency curves of EDL and soleus muscles from Sesn2<sup>WT</sup> and Sesn2<sup>SkM-Tg</sup> mice in basal conditions. **d**, Force measurements in soleus muscles of Sesn2<sup>WT</sup> and Sesn2<sup>SkM-Tg</sup> mice in basal conditions and after 10 days of limb immobilization. Charts show force-frequency curves and maximum specific force. **e**, **f**, Western blot analysis and quantification of Sesn1 and Sesn2 expression in TA muscles transduced with AAV-Sesn1 (**e**) or AAV-Sesn2 (**f**). **g**, Mean myofiber CSA in TA muscles transduced with AAV-Sesn1C130S or AAV-Control and immobilized for 10 days. All data are shown as mean with SEM. Comparisons by unpaired Student t-test (\* $p < 0.05$ ). Sample numbers were  $n = 3-5$  mice per group for **c-d**,  $n = 3$  animals for **g**. Source data are provided as a Source Data file.

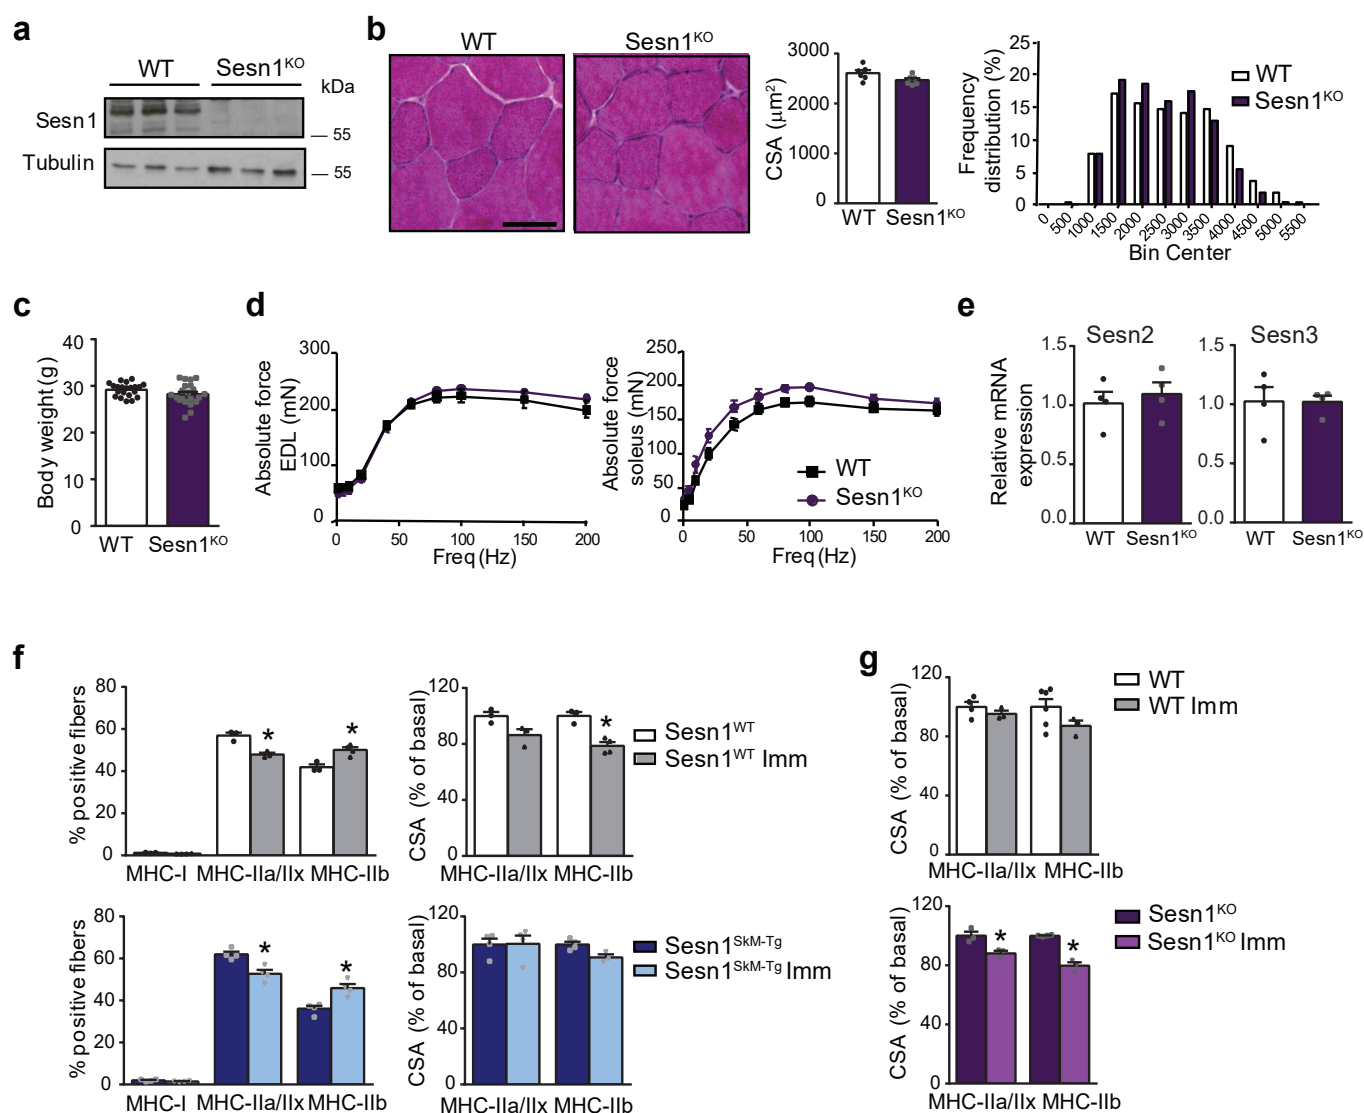

### Supplementary Figure 3. Functional characterization of muscles from Sesn1<sup>KO</sup> mice

**a**, Representative Western blot showing Sesn1 protein levels in WT and Sesn1<sup>KO</sup> mice. **b**, Representative H/E staining pictures of TA muscle sections from WT and Sesn1<sup>KO</sup> mice (left), quantification of mean myofiber CSA (center) and myofiber-size frequency distribution (right panel). Scale bar=50  $\mu$ m. **c**, Body weight of young WT and Sesn1<sup>KO</sup> mice. **d**, Force-frequency curves of EDL and soleus muscles from WT and Sesn1<sup>KO</sup> mice in basal conditions. **e**, qPCR analysis of Sesn2 and Sesn3 mRNA expression in skeletal muscle from WT and Sesn1<sup>KO</sup> mice. **f**, Percentage of type I, IIA/IIx, and IIB fibers, based on myosin heavy chain (MHC) expression, in TA muscle sections from Sesn1<sup>WT</sup> (top) and Sesn1<sup>SkM-Tg</sup> mice (bottom) in basal conditions and after 10 days of immobilization (left). CSA of type IIA/IIx and IIB fibers in basal conditions and after 10 days of immobilization (right). **g**, Mean CSA of type IIA/IIx and IIB fibers in TA muscles from WT and Sesn1<sup>KO</sup> mice in basal conditions and after 10 days of immobilization. All data are shown as mean with SEM. Comparisons by unpaired Student t-test (\* $p$ <0.05). Sample numbers were  $n$ =5-7 mice for **b-d** and  $n$ =3-5 mice per condition for **f-g**. Source data are provided as a Source Data file.

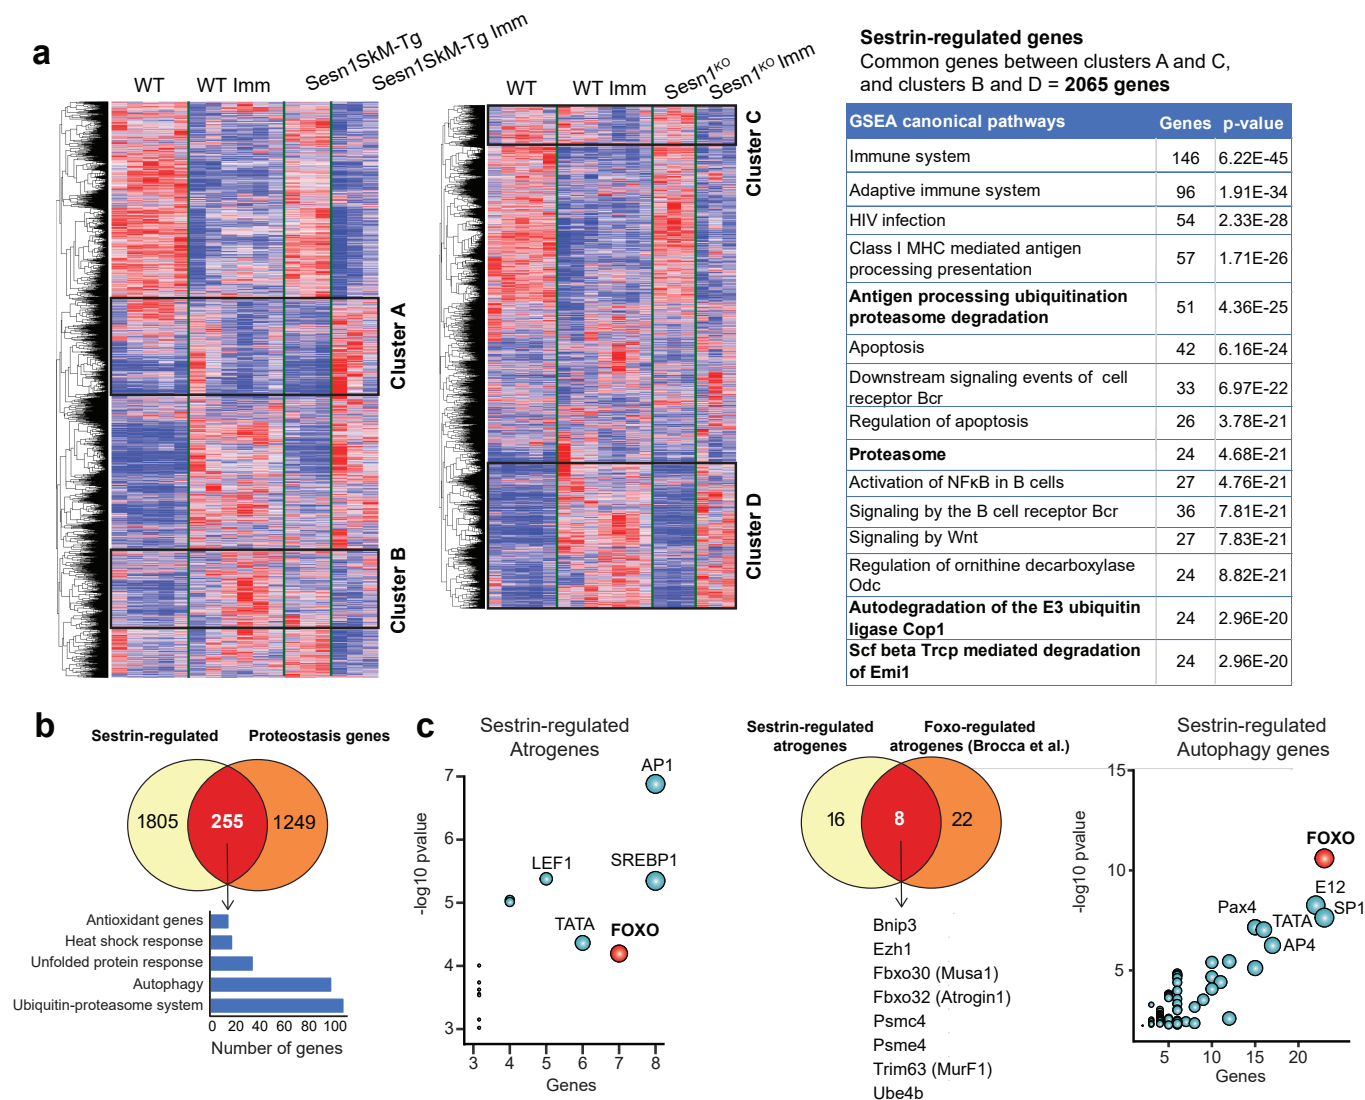

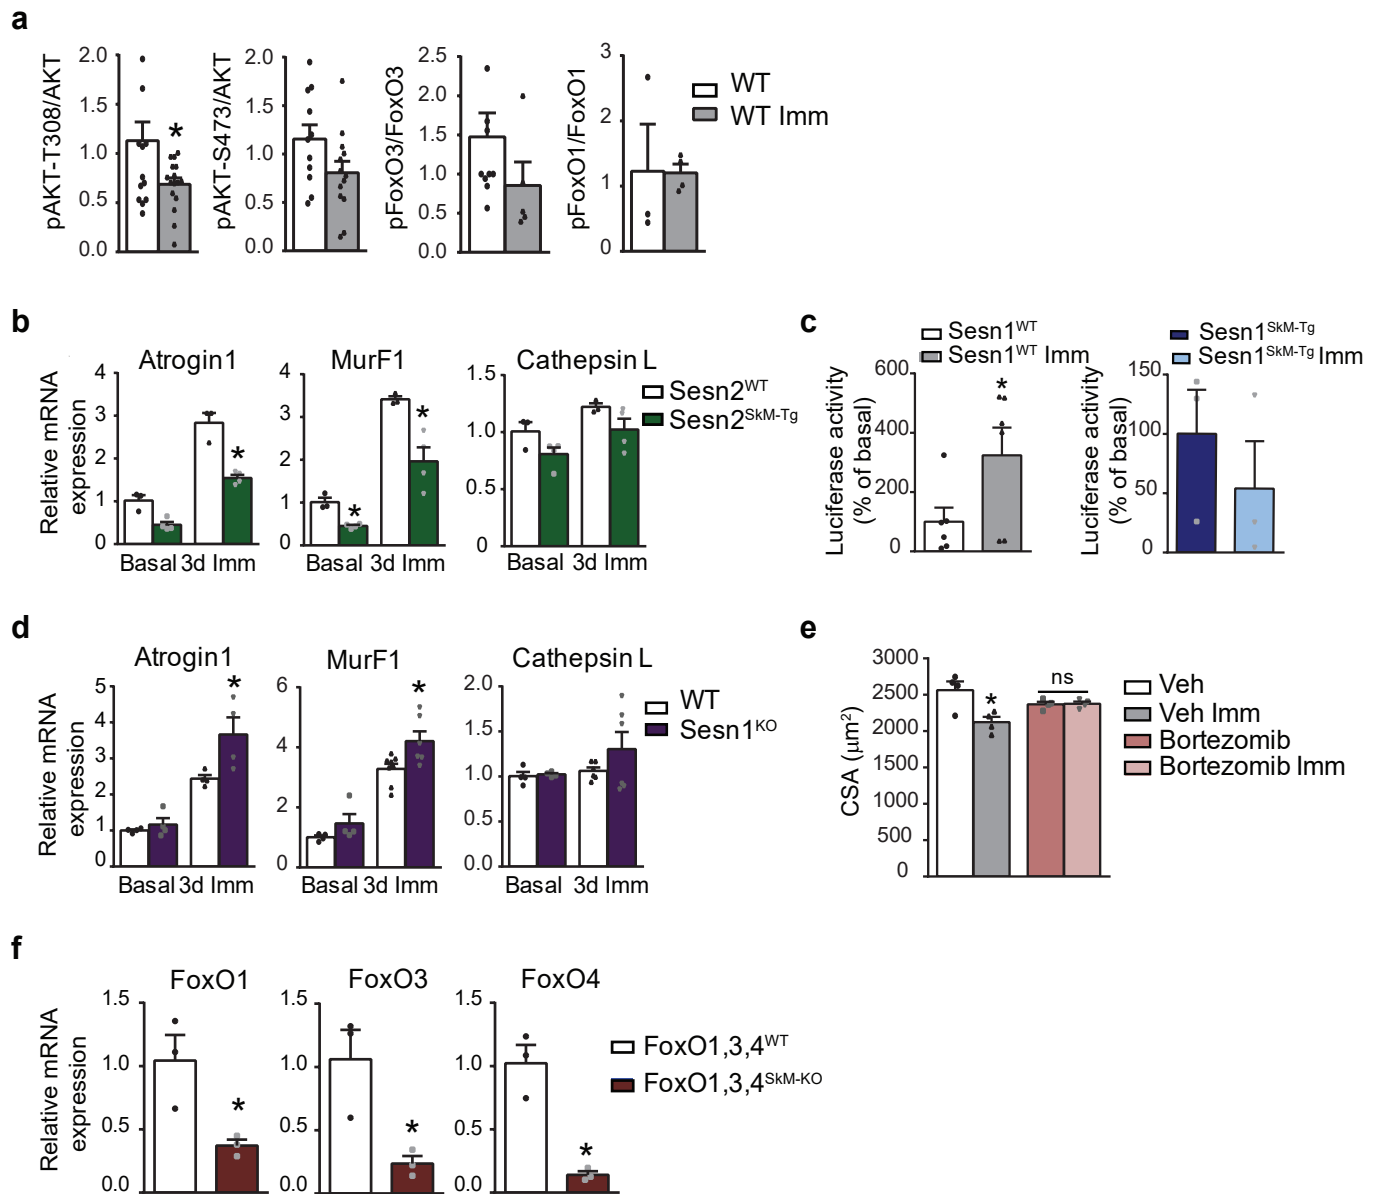

### Supplementary Figure 5. Sestrin regulates the expression of proteasome-related genes in atrophying muscles

**a**, Quantification of the Western blot analyses of FoxO1, FoxO3 and AKT phosphorylation levels in muscles of WT mice in basal conditions and after 3 days of immobilization. **b**, Atrogin1, MurF1, and cathepsin L mRNA levels in muscles from *Sesn2*<sup>WT</sup> and *Sesn2*<sup>SkM-Tg</sup> mice in basal conditions and 3 days post-immobilization. **c**, Luciferase activity in TA muscle homogenates from *Sesn1*<sup>WT</sup> and *Sesn1*<sup>SkM-Tg</sup> mice electrotransfected with the FHRE-luciferase reporter plasmid and immobilized for 3 days. **d**, Atrogin1, MurF1, and cathepsin L mRNA levels in muscles from WT and *Sesn1*<sup>KO</sup> mice in basal conditions and 3 days post-immobilization. **e**, Mean fiber CSA of TA muscles from WT mice treated with vehicle or the proteasome inhibitor bortezomib in basal conditions and at 10 days post-immobilization. **f**, mRNA expression levels of FoxO1,3,4 in skeletal muscle from *FoxO1,3,4*<sup>WT</sup> and *FoxO1,3,4*<sup>SkM-KO</sup> mice. All data are shown as mean with SEM. Comparisons by paired (**c**) or unpaired (others) Student t-test (\**p*<0.05). Sample numbers were *n*=3-7 mice per group for **b** and **d**, *n*=3-6 mice for **c**, *n*=4 mice per condition for **e** and *n*=3 mice for **i**.

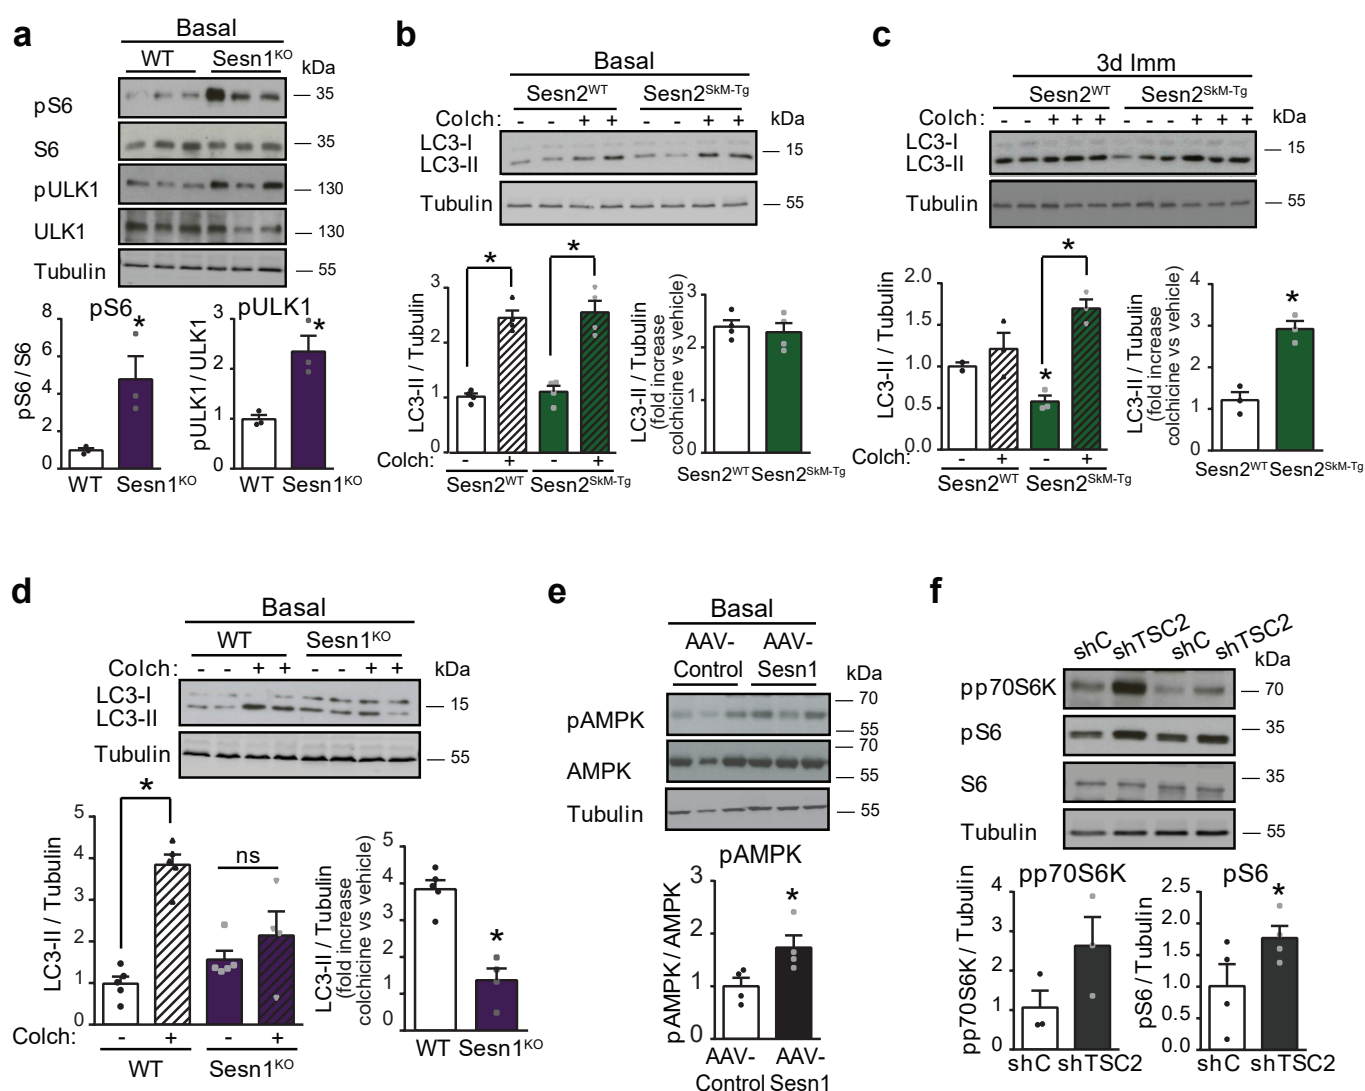

### Supplementary Figure 6. Sestrins inhibit mTORC1 and maintain autophagy in disused muscles

**a**, Western blot analysis of S6 and ULK1 phosphorylation in TA muscles from WT and Sesn1<sup>KO</sup> mice in basal conditions. **b** and **c**, Western blot analysis and quantification of LC3I and LC3II content in TA homogenates from Sesn2<sup>WT</sup> and Sesn2<sup>SKM-Tg</sup> mice in basal conditions (**b**) and after 3 days of immobilization (**c**). The right chart shows the fold increase in LC3II content in colchicine (Colch) treated versus vehicle-treated mice (autophagic flux). **d**, Western blot analysis of LC3I and LC3II in homogenates of WT and Sesn1<sup>KO</sup> TA muscles in basal conditions. **e**, Western blot analysis of AMPK phosphorylation in muscles transduced with AAV-Sesn1 or AAV-Control in basal conditions. **f**, Western blot analysis of mTORC1 signaling activation in TA muscles electrotransferred with control short hairpin (sh) and sh against TSC2 (shTSC2); blots were probed for phosphorylated p70S6K and S6 and total S6. All data are shown as mean with SEM. Comparisons by paired unpaired Student t-test (\* $p < 0.05$ ). For **b-d** values were normalized to control vehicle conditions. Sample numbers were  $n = 3-4$  animals per condition for **a-c** and **f**,  $n = 4$  mice for **e** and  $n = 5$  mice for **d**.

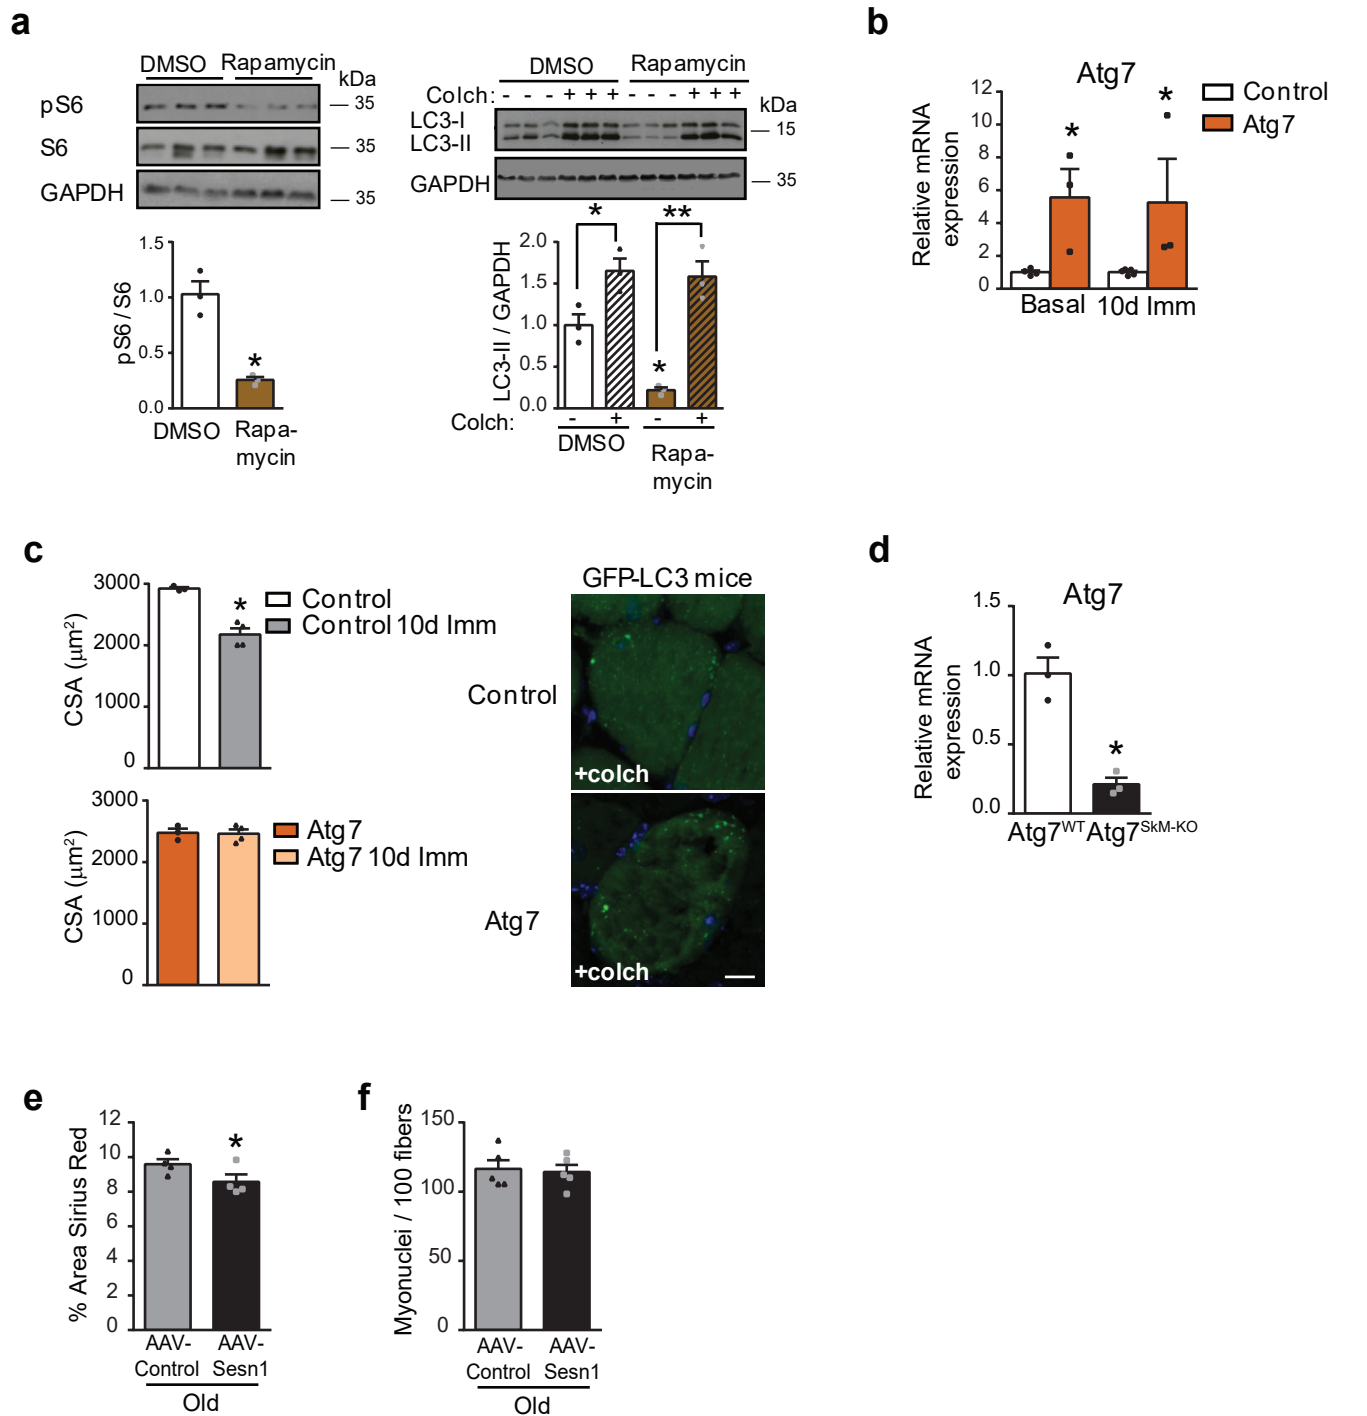

### Supplementary Figure 7. Autophagy induction prevents disuse-induced muscle atrophy

**a**, Western blot analysis of mTORC1 inhibition and autophagy induction in WT mice treated with rapamycin or vehicle (DMSO); blots were probed for phosphorylated and total S6 and LC3. **b**, qPCR analysis of *Atg7* overexpression in WT TA muscles electrotransferred with a plasmid encoding *Atg7* and then immobilized for 10 days. **c**, Mean myofiber CSA of fibers from TA muscles of WT mice treated as in **b**. Right panels show representative confocal images of TA muscle from LC3-GFP mice electrotransferred with a plasmid encoding *Atg7* and treated with colchicine to assess autophagosome accumulation. Scale bar=10  $\mu\text{m}$ . **d**, mRNA expression levels of *Atg7* in skeletal muscle from *Atg7*<sup>WT</sup> and *Atg7*<sup>SkM-KO</sup> mice. **e**, Quantification of Sirius Red staining of TA muscle sections from 24 month-old WT mice transduced with AAV-Sesn1 for 28 days. **f**, Number of myonuclei in TA muscle of old mice transduced with AAV-Sesn1 for 28 days. All data are shown as mean with SEM. Comparisons by paired (**e**) or unpaired (others) Student t-test (\* $p < 0.05$ ). Sample numbers were  $n=3-4$  animals per condition for **a-d**,  $n=4$  mice for **e** and  $n=5$  mice for **f**.

# Supplementary material for: Sestrin prevents atrophy of disused and aging muscles by integrating anabolic and catabolic signals
**Source:** Nat Commun. 2020 Jan 13;11:189. doi: 10.1038/s41467-019-13832-9
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1
**Description:** List of dysregulated genes in different models of muscle atrophy.

**Title:** Supplementary Data 2
**Description:** Enriched GSEA Hallmarks in the dysregulated genes upon 3-day muscle immobilization in all mice genotypes.

**Title:** Supplementary Data 3
**Description:** Hierarchical clustering analysis to identify genes regulated by both immobilization and sestrins. Selected clusters and enriched canonical pathways are shown.

How the deposited data were processed for this re-analysis (not part of the article)

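The data analysed are RNAseq of TA muscle from 4-month-old mice, 42 libraries in 2 sets. Set 1 holds 22 libraries of WT, Sesn1 SkM-Tg and Sesn2 SkM-Tg mice and set 2 holds 20 of WT and Sesn1 KO mice, each in the basal state or after 3 days of immobilization, and set 2 also holds WT muscle 3 days after denervation. There are 4 libraries in a group, except 3 for the immobilized WT muscle of set 1 and the immobilized Sesn1 SkM-Tg muscle. Sets, genotypes and treatments were taken from the sample labels, and the day from the paper.

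The authors extracted RNA with QIAzol and RNeasy columns, prepared libraries with the NEBNext Ultra kit and sequenced them on an Illumina HiSeq instrument. They trimmed the reads with Cutadapt, quantified them against the mouse transcriptome (GRCm38) with RSEM and normalized them with limma. As deposited by the authors, the signal values are normalized counts on a linear scale near CPM, without a log transformation. The table holds 13809 genes, 103 of them without a symbol, and all its library columns were used. For its clustering the paper states that values under 1 in all samples were filtered, while 13763 of the 13809 genes in the table reach 1 in any library. Which filter was applied to the table, and how the sets were combined, was not found in the paper's text. The mean log2 value of a gene differed between the sets by a median of 0.0454 (SD 0.0800), although the sets hold different groups, while the WT basal muscles of the sets differed by an SD of 0.454 and the immobilized ones by 0.553. The values thus look adjusted per gene between the sets, and comparisons were kept within a set.

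The values of a library summed to between 722430 and 1276769. The number of reads is unknown and whole reads could not be recovered, so no test on counts was run and no counting error is given. Replicate libraries correlated at 0.958 to 0.991 on the log2 scale. In R 4.3.3 with limma 3.58.1, genes with a value of at least 1 in at least 1 library of the set were kept (13705 in set 1, 13629 in set 2), log2(value + 1) was fitted with a coefficient for each group, and eBayes was run with a trend. Two-sided p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.25, the paper's thresholds. The comparisons were immobilized or denervated against basal muscle in each genotype and set, each genotype against the WT muscle of its set and treatment, and the difference between genotypes in the immobilization effect. They share the WT libraries of a set, so a deviation of these enters several of them. The difference between the sets in the immobilization effect of WT muscle was added after seeing the data, fitted over all 42 libraries (13763 genes). Genes named in the text are those the paper names and, for each comparison, the 3 differentially expressed genes with the largest change in each direction. Except for the differences in the immobilization effect, only genes whose libraries did not overlap between the groups were ranked. Apbb1, Sesn1, Enho and Trim3, and genes of other counts of 5 or fewer, are all named. For denervation, 1 gene that this rule selects is not reported here.

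The lists of the ubiquitin-proteasome system, the unfolded protein response, the heat shock response, antioxidant genes and autophagy come from Supplementary Data 3, the proteasome subunits from their gene symbols, and the 8 atrogenes from Supplementary Fig. 4c. Some septin and MARCH gene symbols appear as dates in the deposited table and were not renamed, so MARCH genes of the ubiquitin-proteasome system list were left unmatched. The lists were tested with camera at an inter-gene correlation of 0.01 in 11 comparisons, adjusted over the 77 tests. Single genes in small groups were also compared by exact permutation tests over the libraries. Gene positions and exon lengths were taken from the GENCODE M21 annotation (GRCm38), which matched 13715 of the 13809 genes (99.3%). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The enrichment of hallmark gene sets and the clustering of the paper were not repeated, because the members of the sets and the full cluster lists were not used here. Muscle weight, force, histology, protein and qPCR data were not analysed here.

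The fit was tested on simulated data made from the group sizes and values of each set. Of 200 genes changed by a log2 fold change of 2, it called 196 in set 1 (98%) and 199 in set 2 (99.5%), with 6 false calls among 13416 genes and 12 among 13335. A gene list raised by 0.5 was recovered, and 0 of 28 and 0 of 16 tests of unchanged lists were called. The simulated genes varied independently of each other, so these list tests do not show how correlation between genes affects the calls. The changed genes had a mean log2 value over 2, so genes with low values were not tried. Alternatives, whose effect the closing section gives, were no filter or a filter of 3 libraries, pseudocounts of 0.1 and 0, quantile normalization, median centring, eBayes without the trend or robust, only the compared groups or both sets in the fit, the replicate number as a block, a larger or no fold change threshold, WT muscles of both sets with the set as a covariate, fry and an estimated correlation for lists, and each library left out in turn. Results were also compared with splits of the same libraries, at most 100 with the real grouping counted among them, and with 1000 random draws of genes.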

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

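The tests of explanations in this part were chosen only after the result was seen, except those of the genes around Apbb1 and of neighboring genes in Sesn2 SkM-Tg muscle. The contrast between the sets was also added then. The counts of splits of the libraries were planned, and each count includes the real grouping.

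In the WT muscle of set 1 immobilization changed Sesn1 by -0.41 on the log2 scale and in that of set 2 by 0.63, and the difference between the sets, -1.04, had a limma adjusted p of 0.032 (Benjamini-Hochberg). Over the whole table, 853 of 13763 genes had an immobilization effect that differed between the sets. Of 100 splits of the WT libraries, only the real grouping gave as many (the highest other number was 434). The other splits mix libraries of both sets, so differences between the sets widen the spread within their groups and can lower their numbers. The splits therefore do not decide whether 853 is more than chance gives. Scaling of the libraries does not account for the difference of Sesn1 or for the 853 genes. Under quantile normalization and median centring, that difference stayed at -1.01 or further from 0 and the number at 596 or more. Leaving out 1 WT library left at least 375 genes, without replicate 3 of the immobilized libraries of set 1. For Sesn1 it moved the difference to as little as -0.91, and the adjusted p passed 0.05 in 8 of 15 such fits, with no library standing out. Across all alternatives this adjusted p ranged from 0.020 to 0.083. The sets also hold the mice of different lines, and the mean of each gene is nearly equal in the sets, as after an adjustment per gene. A difference between sequencing sets, between the mice and in the authors' adjustment cannot be told apart here, because each set holds its own WT mice. An adjustment that shifts every library of a set by the same log2 amount leaves the effects within a set as they were.

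In basal Sesn2 SkM-Tg muscle, replicate 2 lay far from the other 3 libraries for Sesn1 (7.00 normalized counts, the others 11.7 to 12.1) and for Trim63 (138, the others 205 to 218). The values of replicate 4 of the basal WT libraries of set 1 summed to 1159418, the others to 1064363 to 1067347. In replicate 3 of the immobilized Sesn1 KO muscles the 20 highest genes held 35.1% of the sum, against 31.6% to 32.2% in the others. These are 4 of 63 tests, each of 1 measure in 1 group of 4 libraries, and 3.15 are what chance gives at this threshold. No biological explanation was tested, as the libraries of a group share their condition.

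The difference between basal Sesn2 SkM-Tg and WT muscle depended on those libraries. Of 343 differentially expressed genes, 156 were left in number without replicate 2 of the Sesn2 SkM-Tg libraries and 1027 were found without replicate 4 of the WT libraries. A single library therefore does not account for the whole difference. However, 3 of 35 splits of the 8 libraries gave as many genes, with up to 1395 in another split, so a number of this size also arises from other groupings. After immobilization 403 genes differed, and 1 of 35 splits gave as many. The same direction in basal and immobilized muscle was seen for 89 of 90 genes that differed in both. The paper's text does not list these genes. Neighboring genes within 1 Mb were more frequent among the basal genes than in random draws (155 of 342, against a median of 134 in 1000 draws, with 27 draws as high), which is consistent with segments inherited together. The transgenes and their effect on other genes stay open as a biological explanation, which was not tested.

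Besides Sesn1, 19 genes differed between basal Sesn1 KO and WT muscle, the largest increase being that of Nnt (log2 fold change 2.07), and 1 of 35 splits gave as many genes. In immobilized muscle 16 of the 20 genes were again differentially expressed, all in the same direction. The paper's text does not name the 19, and the copies of its supplementary lists used here are incomplete. None of the 19 lies on chromosome 10, where Sesn1 is and where 663 of the 13535 placed genes tested lie (0 of 19, Fisher's exact p = 1), so a segment of chromosome 10 carried along with the deletion does not account for them. Of the 19, 16 had the same direction in immobilized muscle at an unadjusted p under 0.05, and 6 had another such gene within 1 Mb, where 1000 random draws gave at most 4. This is consistent with a strain difference between the Sesn1 KO and WT mice and with segments inherited together, at which duplicated genes could also share reads. Several of the 19 also differed from WT in Sesn2 SkM-Tg muscle, which comes from the other set and carries Sesn1, all in the same direction. They were 4 in basal muscle (Nnt 1.57, Dynlt1b 1.17, Rab4a 1.16 and Gm27177 -1.47, Fisher's exact p = 8.9e-04) and 5 in immobilized muscle (Nnt 1.41, Rab4a 0.81, Gm27177 -1.72, Entpd4 -0.84 and Gm21685 -0.68, p = 1.3e-04). With 1 library left out there were 3 to 5 and 1 to 5, with 1 without replicate 1 of the immobilized WT libraries. Entpd4, Gm21685 and Gm27177 lie side by side on chromosome 14 (69337174 to 69683286). Fisher's test takes genes as independent, so its p-value for immobilized muscle overstates the evidence. In basal Sesn2 SkM-Tg muscle Sesn1 was itself lower than in WT (-0.76, exact permutation p = 0.0286, limma adjusted p = 0.074), so the basal genes do not decide. In immobilized Sesn2 SkM-Tg muscle it was not lower (0.13), which argues against loss of Sesn1 as the only cause for the group. For the others an effect of the loss of Sesn1 stays open.

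Apbb1 was higher in Sesn1 SkM-Tg than in WT muscle in the basal state (log2 fold change 2.09) and after immobilization. It is the gene with the smallest p, and the paper's text does not name it. Its start lies 46.0 kb from that of Trim3 on chromosome 7, which was also higher but lost its call in 7 of 8 fits that left out 1 library, and 1 of 35 splits of the basal libraries gave as many as 4 genes. The short distance is consistent with an effect of the place of the transgene in the genome or of a linked segment. The other 19 tested genes within 1 Mb of Apbb1 had a median log2 fold change of 0.058, and 8.6% of random draws gave as much. They went both ways, and 4 of the 19 were higher at an unadjusted p under 0.05, Trim3 (0.68), Dnhd1 (0.83), Smpd1 (0.67) and Prkcdbp (0.49), and Trim3 also after immobilization. A general activation of the segment around Apbb1 therefore stays open. Where the transgene lies was not analysed here.

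Single genes differed between genotypes in their change on immobilization. They were Cbr2 in Sesn2 SkM-Tg muscle (-1.52) and Alpk2 (1.70), Tinagl1 (1.25) and Pdp1 (-0.95) in Sesn1 KO muscle. At least 1 gene was found in 11 of 100 splits for Sesn2 SkM-Tg and at least 3 in 7 of 100 for Sesn1 KO, so such numbers arise from other groupings as well. Another split gave up to 346 genes for Sesn2 SkM-Tg and up to 17 for Sesn1 KO. Cbr2 also lost its call with both sets in 1 fit and with the replicate number as a block. For Sesn1 SkM-Tg 0 genes differed (401 at an unadjusted p under 0.05), a number that all 100 of 100 splits reach by construction, so the splits decide nothing there. With 1 library left out, the calls were lost in 5 of 15 fits for Cbr2, 11 of 16 for Alpk2, 12 of 16 for Tinagl1 and 10 of 16 for Pdp1. The log2 differences stayed within -1.66 to -1.39, 1.47 to 1.97, 1.11 to 1.41 and -1.03 to -0.88. No technical or biological explanation beyond the grouping was tested.

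Among the gene lists, camera gave a smaller immobilization effect in Sesn1 SkM-Tg than in WT muscle for the ubiquitin-proteasome system (-0.065), heat shock (-0.091) and proteasome lists (-0.096). It gave a larger one for the 8 atrogenes in Sesn2 SkM-Tg (0.50) and for the heat shock list in Sesn1 KO muscle (0.082). At an unadjusted p under 0.05 there were 4, 1 and 1 lists in these comparisons, and 6, 88 and 83 of 100 splits gave as many. The proteasome subunits are part of the ubiquitin-proteasome system list, and 6 of the 8 atrogenes are, so these are not separate results. By fry, which allows for the correlation between genes, only the atrogenes in Sesn2 SkM-Tg kept an adjusted p under 0.05 (0.028), and with an estimated correlation none of the 5 did. The call of the atrogenes held in 15 of 15 fits that left out 1 library (0.37 to 0.65). Those of Sesn1 SkM-Tg were lost in 7, 6 and 6 of 14 such fits, and that of Sesn1 KO without replicate 4 of the basal (0.056) or of the immobilized WT libraries (0.044). Only 1 of the 8 atrogenes was higher in basal Sesn2 SkM-Tg than in WT muscle, so lower basal levels enter their larger immobilization effect.

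Splits of the same libraries were counted for the remaining comparisons. The real grouping is among them, so a count of 1 is that grouping itself. For immobilization, 1 of 35 splits gave as many genes in each of the 5 groups, with up to 1827 in another split for the WT muscle of set 1, 12 for that of set 2, 1527 for Sesn1 SkM-Tg, 424 for Sesn2 SkM-Tg and 6 for Sesn1 KO muscle. For denervation it was also 1 of 35, with 0 in every other split. For immobilized Sesn1 SkM-Tg against WT muscle, where 3 libraries a group allow no share under 0.1, it was 3 of 10, with up to 668 genes in another split against 1. For immobilized Sesn1 KO against WT muscle it was 3 of 35, with up to 199 genes in another split against 129. Lists at an unadjusted p under 0.05 numbered as many in 4 of 35 splits for the WT muscle of set 1, 2 of 35 for that of set 2, 21 of 35 for Sesn1 SkM-Tg, 8 of 35 for Sesn2 SkM-Tg and 4 of 35 for Sesn1 KO muscle. Against immobilized WT muscle it was 8 of 10, 14 of 35 and 27 of 35. The correlations between Sesn1 overexpression and deletion were matched by 84 of 100 splits for the level and 64 of 100 for the immobilization effect.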

How the results depend on the processing

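The pseudocount of 0 and the comparison between the sets were chosen only after the results were seen, and the other alternatives were set before the data were examined. There were 21 counts or summaries, 200 results of single genes and 77 results of gene lists. Each alternative was applied alone to those it concerns. The gene lists were rerun only with fry, an estimated correlation, no filter, quantile normalization, the replicate block and each library left out. A count of genes was taken as changed when it moved by more than 1.5 times. The cause of the changes below was not tested unless it is named. No count test was run, because whole reads could not be recovered from the normalized counts, and the depth is unknown.

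At an absolute log2 fold change of at least 1, a stricter call by construction, the numbers of differentially expressed genes were 1045 and 686 for immobilization in the WT muscle of sets 1 and 2. They were 1299 in Sesn1 SkM-Tg, 950 in Sesn2 SkM-Tg and 889 in Sesn1 KO muscle, and 2014 for denervation. Against WT they were 125 for basal and 142 for immobilized Sesn2 SkM-Tg and 35 for immobilized Sesn1 KO muscle, and 389 for the difference between the sets. With only the groups of a comparison in the fit, which leaves fewer libraries to estimate the spread, immobilization in the WT muscle of set 1 gave 2665. The genotype comparisons then gave 2 for basal Sesn1 SkM-Tg, 93 for basal Sesn2 SkM-Tg and 14 for immobilized Sesn1 KO muscle, and the differences in the immobilization effect 2 for Sesn2 SkM-Tg and 0 for Sesn1 KO. With both sets in 1 fit these numbers were 9 and 3 for basal and immobilized Sesn1 SkM-Tg, 623 and 773 for Sesn2 SkM-Tg, 71 for immobilized Sesn1 KO, and 2 and 0 for the differences in the immobilization effect. The 2 genes for Sesn2 SkM-Tg were both higher and did not include Cbr2, the 1 gene of the main fit, which was lower. Quantile normalization gave 2 and 2 for basal and immobilized Sesn1 SkM-Tg muscle and 5 for the difference of Sesn1 KO, as did the robust eBayes and median centring for the latter. Without the trend the differences were 2 for Sesn2 SkM-Tg and 0 for Sesn1 KO. The share of higher genes moved by more than 10 percentage points in basal Sesn2 SkM-Tg muscle, from 206 of 343 to 150 of 300 with median centring and to 44 of 93 with only its groups in the fit. In immobilized Sesn1 KO muscle it moved from 72 of 129 to 6 of 14 and, with both sets in 1 fit, to 30 of 71. It also moved in comparisons with few genes. Basal Sesn1 SkM-Tg muscle gave 8 higher and 1 lower with both sets in 1 fit, and 3 and 1 with the replicate block. Immobilized Sesn1 SkM-Tg muscle gave 2 higher and 1 lower with both sets in 1 fit. The difference of Sesn2 SkM-Tg gave 1 higher and 1 lower without the trend, and 2 and 0 with both sets in 1 fit. The other counts kept within 1.5 times under these settings, and all of them did without a filter on low values, with at least 3 libraries over the minimum, with pseudocounts of 0.1 and 0, and without a fold change threshold.

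The replicate numbers do not pair the libraries, as libraries of the same number deviated together in 18 of 51 pairs of set 1 (correlation -0.452 to 0.534) and 6 of 40 of set 2 (-0.244 to 0.235), counting correlations over 0.1. With the number as a replicate block, immobilized Sesn2 SkM-Tg against WT muscle gave 229 genes, and the differences in the immobilization effect gave 0 for Sesn2 SkM-Tg and 0 for Sesn1 KO. The shift of the proteasome subunits for the difference of Sesn2 SkM-Tg was -0.0056. The block could not be fitted for the comparison between the sets, and it changed no other count by more than 1.5 times.

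Of single genes, Map1lc3b in the WT muscle of set 2 reversed with median centring (0.027). With quantile normalization Akt1 did in immobilized Sesn1 SkM-Tg against WT muscle (0.022), and Map1lc3b in its change on immobilization in Sesn1 SkM-Tg (0.050) and Sesn1 KO muscle (-0.057). With the WT muscles of both sets together and the set as a covariate, Sesn1 (0.15), Cilp (0.72) and Rnf152 (-0.0049) took the opposite sign of set 1, and Igfbp5 (0.30), Mtor (-0.076), Itfg2 (-0.14) and Map1lc3b (0.12) that of set 2, and 3 others lost their call. These are means over both sets, so the sign of 1 set can give way to that of the other. Calls were lost in 18 and gained in 2 genes with only the groups compared in the fit, and in 6 and 6 with both sets in 1 fit. They were lost in 10 without the trend, 6 with the robust eBayes, 5 with each of the pseudocounts of 0.1 and 0, and 2 without the filter. Under quantile normalization 7 were lost and 5 gained, under median centring 4 and 3, and with the block 8 and 2. Among those lost under more than 1 setting were Akt1 and Trim3 in the basal comparisons with WT, both for example with median centring (0.62 and 0.66).

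Of the gene lists, 30 of 77 had an adjusted p under 0.05 by camera, and 0 of 77 with an estimated correlation, where the lowest adjusted p was 0.19. By fry 24 of the 30 were kept, 6 lost and 4 gained. Those gained were the atrogenes in the WT muscle of set 1 (adjusted p = 0.027), antioxidant genes (5.0e-04) and autophagy (7.4e-04) in that of set 2, and antioxidant genes in Sesn1 KO muscle (4.1e-04). The 6 calls lost under both, with shifts that these tests leave as they are, were the atrogenes in immobilized Sesn1 SkM-Tg against WT muscle (-0.12, adjusted p = 0.35 and 0.33 by fry and by camera with estimated correlation), the proteasome subunits in immobilized Sesn2 SkM-Tg against WT muscle (0.19, 0.12 and 0.50), and for the difference of Sesn1 SkM-Tg the ubiquitin-proteasome system (-0.065, 0.28 and 0.22), the heat shock response (-0.091, 0.39 and 0.38) and the proteasome subunits (-0.096, 0.63 and 0.58). The sixth was the heat shock response for the difference of Sesn1 KO (0.082, 0.33 and 0.41). The atrogenes for the difference of Sesn2 SkM-Tg (0.50) lost theirs only with the estimated correlation (adjusted p = 0.19). Quantile normalization left 8 lists without their call, gave 4 one and reversed 9. The reversed shifts were 0.039 for the ubiquitin-proteasome system in the WT muscle of set 1, 0.0072 for autophagy and 0.0077 for proteasome subunits in immobilized Sesn1 SkM-Tg against WT muscle, and -0.020 for the ubiquitin-proteasome system, -0.0041 for the unfolded protein response and -0.020 for autophagy in immobilized Sesn2 SkM-Tg against WT muscle. For the differences in the immobilization effect they were 0.0061 for autophagy in Sesn1 SkM-Tg, -0.067 for proteasome subunits in Sesn2 SkM-Tg and -0.0048 for the ubiquitin-proteasome system in Sesn1 KO muscle. Among the calls lost were the atrogenes (-0.10, adjusted p = 0.078) in immobilized Sesn1 SkM-Tg and the proteasome subunits (0.10, adjusted p = 0.071) in immobilized Sesn2 SkM-Tg against WT muscle, and for the difference of Sesn1 SkM-Tg the ubiquitin-proteasome system (-0.034, adjusted p = 0.12) and the proteasome subunits (-0.061, adjusted p = 0.075).

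Leaving out 1 library at a time moved 50 counts by more than 1.5 times and kept 195 within it. The number of differentially expressed genes then ranged from 2020 (without immobilized WT replicate 3 of set 1) to 4026 (without basal WT replicate 4 of set 1) for the immobilization effect in the WT muscle of set 1. It ranged from 2791 (without immobilized Sesn1 SkM-Tg replicate 3 of set 1) to 4979 (without immobilized Sesn1 SkM-Tg replicate 1 of set 1) for that effect in Sesn1 SkM-Tg muscle. The range was from 2 (without basal Sesn1 SkM-Tg replicate 1 of set 1) to 3 (without basal Sesn1 SkM-Tg replicate 3 of set 1) for basal Sesn1 SkM-Tg against WT muscle. It went from 1 (without immobilized Sesn1 SkM-Tg replicate 1 of set 1) to 3 (without immobilized Sesn1 SkM-Tg replicate 3 of set 1) for immobilized Sesn1 SkM-Tg against WT muscle. It ranged from 156 (without basal Sesn2 SkM-Tg replicate 2 of set 1) to 1027 (without basal WT replicate 4 of set 1) for basal Sesn2 SkM-Tg against WT muscle. The range was from 112 (without immobilized WT replicate 3 of set 1) to 316 (without immobilized Sesn2 SkM-Tg replicate 4 of set 1) for immobilized Sesn2 SkM-Tg against WT muscle. It went from 40 (without immobilized WT replicate 2 of set 2) to 608 (without immobilized Sesn1 KO replicate 4 of set 2) for immobilized Sesn1 KO against WT muscle. It ranged from 0 (without basal Sesn1 SkM-Tg replicate 1 of set 1) to 1 (without immobilized Sesn1 SkM-Tg replicate 2 of set 1) for the difference of that effect in Sesn1 SkM-Tg from WT muscle. The range was from 0 (without basal Sesn2 SkM-Tg replicate 2 of set 1) to 5 (without basal WT replicate 4 of set 1) for the difference of that effect in Sesn2 SkM-Tg from WT muscle. It went from 0 (without basal Sesn1 KO replicate 1 of set 2) to 14 (without immobilized Sesn1 KO replicate 4 of set 2) for the difference of that effect in Sesn1 KO from WT muscle. It ranged from 375 (without immobilized WT replicate 3 of set 1) to 1097 (without immobilized WT replicate 1 of set 1) for the difference between the sets.

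Log2 fold changes of genes that reversed in some of these fits, none of them differentially expressed with all libraries in the fit, were as follows. Immobilization in the WT muscle of set 1 gave -0.54 to 0.11 for Cilp. Immobilization in the WT muscle of set 2 gave -0.16 to 0.11 for Igfbp5 and -0.060 to 0.042 for Map1lc3b. Immobilization in Sesn1 KO muscle gave -0.14 to 0.10 for Map1lc3b. Immobilized Sesn1 SkM-Tg against WT muscle gave -0.29 to 0.18 for Sesn3, -0.12 to 0.090 for Akt1 and -0.32 to 0.039 for Sqstm1. Basal Sesn1 KO against WT muscle gave -0.064 to 0.27 for Sesn2. Immobilized Sesn1 KO against WT muscle gave -0.31 to 0.056 for Sesn2, -0.067 to 0.35 for Sesn3, -0.30 to 0.025 for Akt1, -0.22 to 0.025 for Map1lc3b and -0.27 to 0.025 for Sqstm1. The difference of the immobilization effect in Sesn2 SkM-Tg from WT muscle gave -0.25 to 0.016 for Ctsl. In all, 29 fits of single genes without 1 library reversed the sign, 149 lost a call, 15 gained one and 1448 kept both.

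For the gene lists, 71 such fits reversed the shift, 27 lost a call, 28 gained one and 602 kept both. For lists that reversed, and for comparisons central to the paper, the shifts ranged as follows. Immobilization in Sesn1 SkM-Tg muscle gave -0.050 to 0.066 for the heat shock response. The difference of the immobilization effect in Sesn1 SkM-Tg from WT muscle gave -0.082 to -0.028 for the ubiquitin-proteasome system, -0.061 to 0.045 for antioxidant genes, -0.035 to 0.033 for autophagy, -0.20 to -0.053 for proteasome subunits and -0.13 to 0.013 for the atrogenes. Immobilized Sesn1 SkM-Tg against WT muscle gave -0.067 to -0.019 for the ubiquitin-proteasome system, -0.059 to 0.034 for the unfolded protein response, -0.056 to 0.0041 for the heat shock response, -0.045 to 0.064 for antioxidant genes, -0.028 to 0.021 for autophagy, -0.10 to 0.021 for proteasome subunits and -0.21 to -0.067 for the atrogenes. Immobilization in Sesn2 SkM-Tg muscle gave -0.043 to 0.026 for the ubiquitin-proteasome system. The difference of the immobilization effect in Sesn2 SkM-Tg from WT muscle gave -0.0095 to 0.051 for the unfolded protein response, -0.10 to 0.024 for antioxidant genes and -0.10 to 0.11 for proteasome subunits. Immobilized Sesn2 SkM-Tg against WT muscle gave -0.0014 to 0.023 for the ubiquitin-proteasome system, -0.066 to 0.023 for antioxidant genes, -0.032 to 0.023 for autophagy and 0.24 to 0.40 for the atrogenes. Immobilization in the WT muscle of set 1 gave -0.013 to 0.045 for autophagy. The difference of the immobilization effect in Sesn1 KO from WT muscle gave -0.021 to 0.030 for the ubiquitin-proteasome system, -0.040 to 0.048 for antioxidant genes and -0.091 to 0.034 for proteasome subunits. Immobilized Sesn1 KO against WT muscle gave -0.033 to 0.014 for the ubiquitin-proteasome system, -0.024 to 0.040 for antioxidant genes, -0.012 to 0.016 for autophagy, -0.074 to 0.060 for proteasome subunits and -0.24 to -0.030 for the atrogenes.

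The ratio of Sesn1 to Sesn2 in basal WT muscle was 9.45 in set 2 against 7.22 in set 1, and that of Sesn1 to Sesn3 9.71 against 3.68. Divided by the exon length the latter was 14.1, as the exons of Sesn3 are longer. An adjustment per gene between the sets could also move these ratios. The correlations of Sesn1 overexpression with deletion, 0.025 for the level and -0.053 for the immobilization effect, stayed near 0: Spearman's coefficient was 0.021 and -0.036, the value within genes that immobilization changed in the WT muscle of both sets 0.059 and -0.027, and that with quantile normalization 0.042 and -0.041.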

Differences from the paper's values

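No test was chosen for this part after the result was seen, except the pseudocount of 0.

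The paper's log2 fold changes for denervation can be read for 91 of the 7414 genes it lists, and 13 of these were compared. In the paper these 13 are all large increases (5.28 to 8.21), and their basal means here were 0.0873 to 1.57 normalized counts. At such low values the added count of 1 understates the fold change, so the gaps below do not describe the whole list. All 13 were differentially expressed here too, and 12 differed in size. The paper's values are 8.21 for Ces2c (4.97 here), 7.13 for Rrad (6.23), 6.89 for Gdf5 (4.19), 6.84 for Krt18 (4.48), 6.47 for Chrna9 (3.21) and 6.12 for Plekhh1 (3.87). They are 5.96 for Runx1 (5.28), 5.94 for Chrng (3.43), 5.90 for Gm9892 (3.92), 5.53 for Orm2 (2.00), 5.38 for Nrcam (3.19) and 5.28 for Chrnd (4.27). With a pseudocount of 0.1, set before the data were examined, the values of Rrad (7.47), Gdf5 (6.48), Krt18 (7.01), Plekhh1 (5.61), Runx1 (5.91), Chrng (5.86), Gm9892 (5.99), Nrcam (5.11) and Chrnd (4.93) came within the replicate spread of the paper's. Rrad also did with both sets in 1 fit. For Ces2c, Chrna9 and Orm2 none of the alternatives set before the data were examined closed the gap. The pseudocount of 0, chosen later, brought them within the spread (8.54, 6.79 and 5.38). With it Krt18 (8.31), Chrng (7.03) and Myog (6.45) lay outside the spread, above the paper's values. The median difference from the paper's values was -2.25 as reported, -0.27 with the pseudocount of 0.1, and 0.37 with that of 0, which was chosen after seeing the values and brought 10 of the 13 within the spread.

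The paper's Sesn1 mRNA level in immobilized relative to basal muscle is 0.617 (error 0.0656, source data of Fig. 1b), where the WT muscle of set 2 gave 1.59 ± 0.358 (SD, n = 4). None of the alternatives set before the data were examined closed the gap. In set 1 the ratio was 0.733 ± 0.0791 (SD, n = 3), which did not differ from the paper's. The paper measured this by qPCR.

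For Atrogin1 (Fbxo32) the paper's qPCR level relative to basal WT muscle is about 3.2 in immobilized WT muscle in Fig. 3e, read by eye, against 1.88 in set 1. A gap is called closed in this part where the values came within the spread or within 1.5 times of each other, so most of it can remain. The gap closed with quantile normalization (2.23) and without replicate 1 of the basal WT libraries (2.44). In Sesn1 SkM-Tg muscle it is about 2.0 in Fig. 3e against 1.05, and the gap closed without replicate 1 of the basal WT libraries (1.36). In Sesn2 SkM-Tg muscle it is about 1.5 in Supplementary Fig. 5b against 2.38, and it closed without replicate 4 of the immobilized libraries (2.21) or replicate 3 (2.13) or 4 (1.97) of the basal WT libraries. For the WT mice of the Sesn1 KO line it is about 2.4 in Supplementary Fig. 5d against 3.84. This gap closed with quantile normalization (3.54) and without replicate 2 (3.71) or 3 (3.58) of the basal or replicate 2 of the immobilized libraries (3.16). Without replicate 3 of the immobilized libraries the value moved away (3.90), and only the wider spread brought the paper's value within it. In Sesn1 KO muscle it is about 3.7 in Supplementary Fig. 5d against 2.03, and it closed without replicate 1 (2.51) or 3 (2.42) of the immobilized libraries or replicate 4 of the basal WT libraries (2.18).

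For MuRF1 (Trim63) in Sesn2 SkM-Tg muscle the paper's level is about 2.0 in Supplementary Fig. 5b, read by eye, against 4.47, and none of the alternatives set before the data were examined closed the gap. For cathepsin L (Ctsl) in immobilized WT muscle it is about 1.4 in Fig. 3e against 2.11 in set 1. That gap closed with median centring (2.08) and without replicate 3 (2.00) or 4 (2.03) of the basal or replicate 2 (2.04) or 3 (2.10) of the immobilized libraries. Against about 1.2 in Supplementary Fig. 5b none closed it. In Sesn1 SkM-Tg muscle it is about 1.1 in Fig. 3e against 1.70, and the gap closed with median centring (1.63) and without replicate 3 of its immobilized libraries (1.56) or replicate 3 (1.61) or 4 (1.63) of the basal WT libraries. The ratio of Sesn1 to Sesn2 is about 15 in Supplementary Fig. 1a, read by eye, against 7.22 here. None of the alternatives set before the data were examined closed this gap, and divided by the exon length the ratio was 6.30. Whether an adjustment per gene between the sets enters this gap was not tested.

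The paper states that 6 genes are dysregulated by both denervation and disuse. By limma with Benjamini-Hochberg adjustment, all 6 were differentially expressed after denervation, and after immobilization only Itfg2 in the WT muscle of set 1 and Sesn1 in that of set 2. In set 1, Igfbp5 was differentially expressed without replicate 1 of the basal libraries (log2 fold change 0.87, adjusted p = 0.047) and Mtor without replicate 1 of the immobilized libraries (-0.47, adjusted p = 0.049). In set 2, Cilp was without replicate 2 of the basal (1.70, adjusted p = 0.047) or of the immobilized libraries (1.88, adjusted p = 0.021). The paper states that Sesn1 falls on immobilization, and in set 2 it rose by 0.63.

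The paper states that sestrin overexpression lowers the induction of MuRF1 and Atrogin1 and that loss of Sesn1 raises it. In immobilized Sesn2 SkM-Tg muscle Fbxo32 (0.37) and Trim63 (0.56) lay above WT, and in Sesn1 KO muscle they lay below it (-1.23 and -0.66). None of the 4 differences was differentially expressed when adjusted over all genes tested. Of the alternative fits, only that without replicate 4 of the immobilized Sesn1 KO libraries gave a call (Fbxo32, -1.63). Adjusted over the 8 atrogenes alone, Fbxo32 was also called lower in Sesn1 KO muscle with all libraries in the fit (-1.23). In Sesn1 SkM-Tg muscle both lay below WT (-0.80 and -0.83) without being differentially expressed. The paper describes gene clusters whose induction changed with sestrin overexpression and contrarily in Sesn1-deficient muscle. Here only Sesn1 SkM-Tg was compared with Sesn1 KO muscle in this way, and Sesn2 SkM-Tg was not. In those 2 genotypes 0 genes differed from WT in both with opposite directions. This overlap cannot decide the question, as Sesn1 SkM-Tg muscle had only 1 gene that differed in level after immobilization and 0 in the immobilization effect. At an unadjusted p under 0.05 in both, 30 of 67 genes had opposite directions for the level after immobilization and 38 of 53 for the immobilization effect.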

Other observations

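The test of the mixed RNA below was chosen only after the result was seen.

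Sesn1 rose with immobilization in Sesn1 KO muscle from 9.14 ± 0.676 to 26.0 ± 8.48 normalized counts (mean ± SD, n = 4), in 4 of 4 libraries above every basal one (exact permutation p = 0.0286, the smallest that 4 libraries against 4 allow, and 0.0857 after Benjamini-Hochberg adjustment over 36 such tests). One candidate explanation is WT muscle RNA in the immobilized Sesn1 KO libraries. It would need a share of 52.9% and would leave 47.1% of the basal difference in the other 19 genes that differ between these mice. They kept a median of 74.9%, 14 of 19 lay above the prediction, and Nnt kept 70.3%. This argues against mixed RNA as the whole cause. Reads from parts of Sesn1 that the deletion leaves stay open, as the deposited counts do not tell exons apart. The log2 fold change was 1.36 (standard error 0.17) in Sesn1 KO muscle and 0.63 (standard error 0.17) in the WT muscle of set 2. This argues against such reads rising only as much as in WT muscle. However, Sesn1 was not among the 3 genes whose immobilization effect differed between these mice. Whether a library carries the wrong label was not tested beyond this.

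Exact permutation tests of Sesn1 gave p = 0.0857 for immobilization in the WT muscle of set 1, 0.0286 in that of set 2, 0.2 in Sesn1 SkM-Tg and 0.0286 in Sesn2 SkM-Tg muscle (log2 fold change 0.47, limma adjusted p = 0.11). For immobilized Sesn1 SkM-Tg against WT muscle the exact p was 0.1, the smallest that 3 libraries against 3 allow. In basal Sesn2 SkM-Tg muscle Sesn1 was not differentially expressed (-0.76, adjusted p = 0.074), except without replicate 4 of the basal WT libraries (-0.85, adjusted p = 0.032). Its change with immobilization in Sesn1 SkM-Tg muscle (-0.59, adjusted p = 0.060) had an adjusted p under 0.05 without any 1 of 3 libraries, the largest change being -0.80 without replicate 1 of the immobilized libraries.

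The other sestrins changed as well. Sesn3 was lower in basal Sesn2 SkM-Tg than in WT muscle (log2 fold change -1.21, limma adjusted p = 0.016 with Benjamini-Hochberg adjustment), a call lost without replicate 2 of the Sesn2 SkM-Tg libraries (-0.99, adjusted p = 0.077) or replicate 3 of the WT libraries (-0.97, adjusted p = 0.069). Immobilization lowered Sesn3 in the WT muscle of set 1 (-1.07, adjusted p = 0.0086, and -0.97, adjusted p = 0.053, without replicate 3 of the immobilized libraries), and raised Sesn2 in the WT muscle of set 2 (0.87, adjusted p = 0.0082) and in Sesn1 KO muscle (0.64, adjusted p = 0.042). The last call was lost in 6 of 8 fits that left out 1 library (0.59, adjusted p = 0.096, without replicate 2 of the basal libraries). After denervation Sesn2 (0.83, adjusted p = 0.0060) and Sesn3 (0.86, adjusted p = 0.0016) were higher. In Sesn1 KO against WT muscle neither Sesn2 (0.12 basal, -0.10 immobilized) nor Sesn3 (-0.16 and 0.06) was differentially expressed.

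Ctsl, which encodes cathepsin L, rose with immobilization in the WT muscle of set 1 (log2 fold change 1.09) and set 2 (0.48), in Sesn1 SkM-Tg (0.85) and in Sesn2 SkM-Tg muscle (0.95), by limma with Benjamini-Hochberg adjustment. In Sesn1 KO muscle it reached 0.28 (adjusted p = 0.062), and an adjusted p under 0.05 without replicate 1 (0.34, adjusted p = 0.035) or replicate 3 (0.35, adjusted p = 0.031) of the immobilized libraries. Igfbp5 was lower than in WT in immobilized Sesn2 SkM-Tg (-1.85, adjusted p = 0.0031) and Sesn1 KO muscle (-1.27, adjusted p = 0.028, a call lost in 5 of 8 fits that left out 1 library, as with -1.02, adjusted p = 0.12, without replicate 1 of the Sesn1 KO libraries). Akt1 was higher in basal Sesn2 SkM-Tg than in WT muscle (0.64, adjusted p = 0.039), and lost this call without any 1 of 4 libraries (0.46, adjusted p = 0.16, without replicate 2 of the Sesn2 SkM-Tg libraries). Mtor fell with immobilization in Sesn1 SkM-Tg (-0.46, adjusted p = 0.025, and -0.36, adjusted p = 0.14, without replicate 3 of the immobilized libraries) and rose in Sesn1 KO muscle (0.38, adjusted p = 0.0068). These comparisons were not made in the same set. In the WT muscle of the same sets Mtor changed in the same directions, without being differentially expressed (-0.37 in set 1 and 0.18 in set 2).

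Of the 24 genes the paper names, the numbers differentially expressed when adjusted over the list alone and over all genes tested were 8 and 8 for immobilization in Sesn1 SkM-Tg, 13 and 13 in Sesn2 SkM-Tg and 16 and 15 in Sesn1 KO muscle. Against basal WT muscle they were 1 and 1 for Sesn1 SkM-Tg, 10 and 4 for Sesn2 SkM-Tg and 1 and 1 for Sesn1 KO. Against immobilized WT muscle they were 1 and 0, 7 and 3, and 4 and 1. For the difference in the immobilization effect they were 0 and 0, 1 and 0, and 2 and 0, and between the sets 6 and 1. Of the genes that immobilization changed in the WT muscle of both sets, 1965, the direction was the same in 1846 (93.9%).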
